# Genome-Wide Gene Expression Disturbance by Single A1/C1 Chromosome Substitution in *Brassica rapa* Restituted From Natural *B. napus*

**DOI:** 10.3389/fpls.2018.00377

**Published:** 2018-03-20

**Authors:** Bin Zhu, Yang Xiang, Pan Zeng, Bowei Cai, Xiaolong Huang, Xianhong Ge, Qingbei Weng, Zaiyun Li

**Keywords:** aneuploidy, chromosome substitution, *Brassica napus*, *B. rapa*, transcriptome

## Abstract

Alien chromosome substitution (CS) lines are treated as vital germplasms for breeding and genetic mapping. Previously, a whole set of nine *Brassica rapa-oleracea* monosonic alien addition lines (MAALs, C1-C9) was established in the background of natural *B. napus* genotype “Oro,” after the restituted *B. rapa* (RBR) for Oro was realized. Herein, a monosomic substitution line with one alien C1 chromosome (Cs1) in the RBR complement was selected in the progenies of MAAL C1 and RBR, by the PCR amplification of specific gene markers and fluorescence *in situ* hybridization. Cs1 exhibited the whole plant morphology similar to RBR except for the defective stamens without fertile pollen grains, but it produced some seeds and progeny plants carrying the C1 chromosome at high rate besides those without the alien chromosome after pollinated by RBR. The viability of the substitution and its progeny for the RBR diploid further elucidated the functional compensation between the chromosome pairs with high homoeology. To reveal the impact of such aneuploidy on genome-wide gene expression, the transcriptomes of MAAL C1, Cs1 and euploid RBR were analyzed. Compared to RBR, Cs1 had sharply reduced gene expression level across chromosome A1, demonstrating the loss of one copy of A1 chromosome. Both additional chromosome C1 in MAAL and substitutional chromosome C1 in Cs1 caused not only *cis*-effect but also prevalent *trans*-effect differentially expressed genes. A dominant gene dosage effects prevailed among low expressed genes across chromosome A1 in Cs1, and moreover, dosage effects for some genes potentially contributed to the phenotype deviations. Our results provided novel insights into the transcriptomic perturbation and gene dosage effects on phenotype in CS related to one naturally evolved allopolyploid.

## Introduction

Increasing narrow genetic diversity due to selection pressure excessively focusing on quality and yield in the crop’s breeding pools has been a big challenge for breeders to enhance current levels of resistance to biotic and abiotic stresses (Chang and de Jong, 2005; Gupta et al., 2016). Therefore, plant breeders and geneticists are greatly interested in enhancing genetic variants of crops via interspecific and somatic hybridization to transfer desirable traits from wild species (Quiros et al., 1987; Du et al., 2009; Heneen et al., 2012; Chen et al., 2014; Kang et al., 2014; Zhu et al., 2016). As intermediate crossing products of interspecific hybridization, alien chromosome addition lines, CS lines and other aneuploidy lines not only offer the ideal opportunity to produce introgression lines, but provide a unique avenue to check heterologous gene expression and interaction between recipient genome and donor chromosome in plants (Barthes and Ricroch, 2001; Zhu et al., 2016). However, few studies referring to gene expression in these aneuploidy lines have been carried out so far.

Aneuploidy generally manifests itself as impaired fitness, abnormal development and even lethal to organism due to the burden of additional or insufficient gene products (Siegel and Amon, 2012). The typical example in human is Down’s syndrome, which is arisen from extra copy of entire or partial chromosome 21, resulting in a cognitive impairment, muscle hypotonia, as well as dysmorphic features (Letourneau et al., 2014). The vast majority of human cancers also display various levels of aneuploidy. Despite the fact that plants have better tolerance to the aneuploidy than animals, all aneuploid plants grow more poorly than euploid plants (Singh et al., 1996; Henry et al., 2010; Zhu et al., 2015). Recently, gene expression patterns in aneuploidy organisms were gradually noted. With the high-throughput technologies, studies of global gene expression in aneuploidy plants and animals (Huettel et al., 2008; Zhang et al., 2010; Mäder et al., 2011; Letourneau et al., 2014) demonstrated that the *trans*-acting effects across remainder genome were found to be quite prevalent, rather than the *cis*-acting effects along altered chromosomes.

Monosomic CS lines generally derived from progenies of alien addition lines have been believed to enhance homoeologous chromosomes to pair and synapse (Chang and de Jong, 2005), making it a powerful genetic resource for transferring desirable traits and analyzing the contribution of chromosome segments to phenotypic variations (Saha et al., 2006; Gupta et al., 2016). However, because of the molecular mechanism of inhibition of homoeologous recombination existing in allopolyploid (Feldman and Levy, 2012; Buggs et al., 2014), as well as much more risk of death in CS lines, it is much more difficult to generate CS lines than alien additions. Impressively, stocks of addition lines and viable substitution lines have been developed in a variety of crop plants. A plenty of chromosomal substitution lines of common wheat carrying alien chromosomes have been established to transfer traits like diseases tolerance and superior environmental adaption into varieties for several decades (Wells et al., 1982; Du et al., 2015; Pang et al., 2014; Zhu et al., 2017). Rice carrying the chromosomal segment of common wild rice has been essential to enhance the tolerance to chilling (Wang et al., 2017). Some chromosomal segment substitution lines have also been developed and performed in isolation of alleles of rice target QTLs (Wan et al., 2006; Yang et al., 2015). The contribution of alien substituted chromosomes with tolerance to root-knot nematode has also been documented in upland cotton (*Gossypium hirsutum* L) carrying Pima cotton (*G. barbadense* L) chromosomes (Ulloa et al., 2016). Recently, C-genome CS lines in derived *B. juncea* with the increased genetic diversity and hybrid performance had been identified by cytogenetic and molecular methods (Gupta et al., 2016).

The diploids *B. rapa* L. (2n = 2x = 20, A^r^A^r^) and *B. oleracea* L. (2n = 2x = 18, C^o^C^o^) arising from a common hypothetical hexaploid ancestor (Cheng et al., 2013) showed closed genome relatedness and parented the economically valuable allotetraploid *B. napus* (2n = 38, A^n^A^n^C^n^C^n^) (Nagaharu, 1935; Chalhoub et al., 2014). Compared to *B. rapa, B. oleracea* shows stronger resistance to biotic and abiotic stresses. Therefore, interspecific hybridization between *B. rapa* and *B. oleracea* was performed in many studies, attempting to transfer desirable genes from *B. oleracea* to *B. rapa* (Quiros et al., 1987; McGrath and Quiros, 1990; Prakash et al., 2009; Geleta et al., 2012). Intriguingly, in our previous study, the restituted B. rapa (RBR, 2n = 20, AnAn) ancestor was generated from natural *B. napus* through inducing the preferential elimination of C-subgenome chromosomes in intertribal crosses (Tu et al., 2010; Zhu et al., 2016), and subsequently the whole set of monosonic alien addition lines (MAALs) was established to *in situ* dissect C-subgenome by adding each of its nine chromosomes to the extracted A-subgenome (Zhu et al., 2016).

In this study, a substituted plant (2n = 20 = 19A+1C1) was picked out among these progenies of MAAL C1 and RBR, and RNA-seq analysis indicated that one chromosome of A1 was replaced in the CS line. Compared to euploid RBR, genome-wide gene expression revealed both *cis*-effect and prevalent *trans*-effect DEGs in MAAL C1 and CS line. Moreover, a dominant gene dosage effects prevailing among low expressed genes across chromosome A1 in Cs1 was also observed. These findings provided new insights into heterologous gene expression and interplay between recipient genome and donor chromosome.

## Materials and Methods

### Plant Materials

A complete set of *B. rapa-oleracea* MAALs with each of nine C-subgenome chromosomes added to the restituted RBR Oro was established in the background of natural *B. napus* genbotype “Oro” in our previous study (Zhu et al., 2016). A plant with 2n = 20 from the progenies of MAAL C1 after pollinated by RBR Oro was demonstrated to harbor one chromosome C1 by the PCR amplification of C1 chromosome specific gene markers and FISH with the C genome specific probe. This plant showed severe deficiency on stamen but were female fertile and produced some seeds after pollinated by RBR Oro. These plants were grown in the green house in a control condition in Huazhong Agriculture University.

### Morphology and Cytology Analysis

Morphological characteristics of the substitution line, MAAL C1 and RBR Oro were documented and compared in pairs. To determine the chromosome numbers of backcrossing progenies, ovaries from young flower buds were collected and treated with 2 mM 8-hydroxyquinoline for 3 h at room temperature, then fixed in Carnoy solution (3:1 ethanol: glacial acetic acid, v/v) and stored at -20° for use.

### PCR Amplification of C1 Chromosome Specific Gene Markers

Total DNA was extracted from young leaves according to the CTAB method. To confirm whether the backcrossing progenies harbored the chromosome C1, C1 chromosome specific gene markers (Zhu et al., 2016) were performed to amplify. The PCR reactions system was in a volume of 10 μl containing 1 × *Taq* buffer, 2 mM MgCl_2_, 2.5 mM dNTPs, 5 μM forward and reverse primer, 0.35 U *Taq* DNA polymerase and 50 ng genomic DNA. DNA fragments were amplified using an initial 5-min denaturation at 94° followed by 30 cycles (94° for 45 s, 53° -57° for 30 s, 72° for 45 s), and a final 10-min elongation step at 72°. Finally, PCR products were separated by 1% agarose gels.

### Probe Labeling and FISH Analysis

The plasmid DNA of BAC BoB014O06 specific for *Brassica* C-genome (provided by Susan J. Armstrong, University of Birmingham, Birmingham, United Kingdom) was labeled with biotin-11-dCTP by random priming using the BioPrime DNA Labeling System kit (Invitrogen, Life Technologies) according to the manufacturer’s protocol (Invitrogen, Life Technologies). Slide preparations were carried out mainly according to the methods of Zhong et al. (1996), and the BAC-FISH analyses was performed according to the procedure of Cui et al. (2012), with slight modification to reduce the washing time to 8 min in 0.1× saline sodium citrate (SSC) with 20% deionized formamide at 40°.

Images from FISH were captured using a computer-assisted fluorescence microscope with a CCD camera (Axio Scope A1, Zeiss, Germany). Photographs were manipulated by the software of Adobe Photoshop 7.0 (Adobe Systems, Inc.) to adjust the contrast and brightness and change the background into black.

### RNA Extraction and Preparation of cDNA Libraries

For RBR Oro, MAAL C1 and the substitution line, three biological replicates were used to prepare a total of nine cDNA libraries. Briefly, the third leaves from three plants per sample were pooled equally and ground in the liquid nitrogen. Total RNA was extracted using commercial RNA kit (Tiangen, China) according to the manufacturer’s protocol. The quality and quantity of isolated RNA were assessed by Qubit (Invitrogen, Life Technologies), and then the RNA Integrity Number (RIN) value was assessed by Agilent Technologies 2100 Bioanalyzer (Agilent). 1.5 μg RNA per biological replicate was used to prepare the c-DNA library following the TruSeq RNA Sample Prep v2 protocol when the RNA Integrity Number value was higher than 8. Subsequently, the nine libraries were sequenced on Illumina HiSeqTM 3000 platform (Illumina, United States) to generate 150 bp paired-end reads.

### Differentially Expressed Genes (DEGs) Analysis

Trimmomatic software version 0.33 (Bolger et al., 2014) was used to remove adapters and low quality reads to generate clean reads with following parameters: LEADING: 3, TRAILING: 3, SLIDINGWINDOW: 4:15, MINLEN: 36, LEADING: 3, TRAILING: 3, SLIDINGWINDOW: 4:15, MINLEN: 36, TOPHRED: 33. Then, these clean reads were aligned to the *B. napus* reference genome with 101040 predicted genes (Chalhoub et al., 2014) using Hisat software (version 0.1.6) with a strict mismatch tolerance according to the follow criterion: specifying -L, 0, -0.15 (Kim et al., 2015). FPKM (Fragments Per Kilobase per Million mapped reads) value was calculated using Cufflinks (version 2.2.1) with default parameters and performed to calculate gene expressions (Trapnell et al., 2012). To assess the differences in gene expression level among substitution line, MAAL C1 and RBR Oro in pairs, the package of DEseq2 with the cutoff of twofold change in gene expression and false discover rate with *q* < 0.05 (Trapnell et al., 2013) was performed to pick out DEGs. Eventually, the GO annotations and enrichments for DEGs were determined by Blast2GO (Conesa et al., 2005) and the R package of GOseq (FDR, *p* < 0.05), respectively.

### Data Statistics

The significance of data statistics, including Wilcoxon signed-rank test, Pearson Correlation Coefficient as well as chi-square test (χ^2^-test) was determined by the data analysis function of R project. The RNA-seq data for the present study is available at Gene Expression Ombinus (GEO) with the accession number GSE108122.

## Results

### Morphology of Substitution Line

From 52 backcrossing plants between MAAL C1 and RBR as pollen donor, a substituted plant (1.92%) (2n = 19A + 1C) was initially picked out via chromosome specific gene markers and counting chromosome number, while that which chromosome was substituted was still undetermined. Compared to MAAL C1 and euploid RBR Oro, the substitution plant showed the similar oval, glabrous, convex and dark green leaves to RBR Oro but the smallest plant size (**Figures 1A–C**) and the most delayed flowering time, about seven and 10 days later than MAAL C1 and RBR Oro, respectively. It also showed severe defective stamens (**Figure 1D**) with no fertile pollen grains but produced 73 seeds (1.46 seeds per pod) after pollination by RBR Oro. By PCR amplifications of chromosome C1 specific gene markers, 32 out of surviving 72 plants (44%) carried the chromosome C1 which was transmitted via female gamete, was slight higher than that in MAAL C1 (0.31, 15/48), but not so significant (χ^2^-test, *P* = 0.23). This indicated that female aneuploidy gamete (9A + 1C) was also highly viable in the competition with the euploidy gamete (10A). No fragmental chromosome C1 added was detected in the offspring.

**FIGURE 1:**
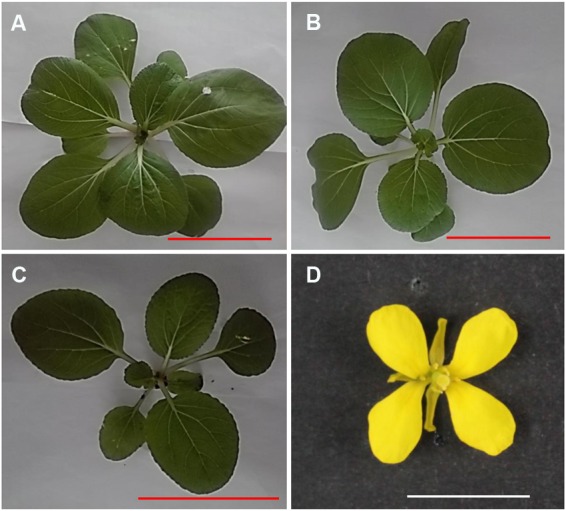
Morphology of aneuploidy RBR Oro, MAAL C1 and Cs1 at seedling stage and flower of Cs1. **(A–C)** Young seedlings for RBR Oro, MAAL C1 and Cs1, bar: 5 cm. **(D)** The Cs1 plant shows abnormal flower with defective stamen, bar: 1 cm.

### Identity of the Substituted Chromosome

To detect whether the substitution line harbored one structural intact C1 chromosome, five C1 chromosome specific gene markers located on its two arms (Zhu et al., 2016) were amplified and all the amplification products of these markers were present (**Figure 2C**). Then by FISH analyses with BAC BoB014O06 as probe which was specific to C-subgenome chromosome in *Brassica* (Cui et al., 2012; Zhu et al., 2015), the chromosomal constitution of 19 A-subgenome chromosomes and one C-subgenome chromosome was demonstrated (**Figure 2A**).

**FIGURE 2:**
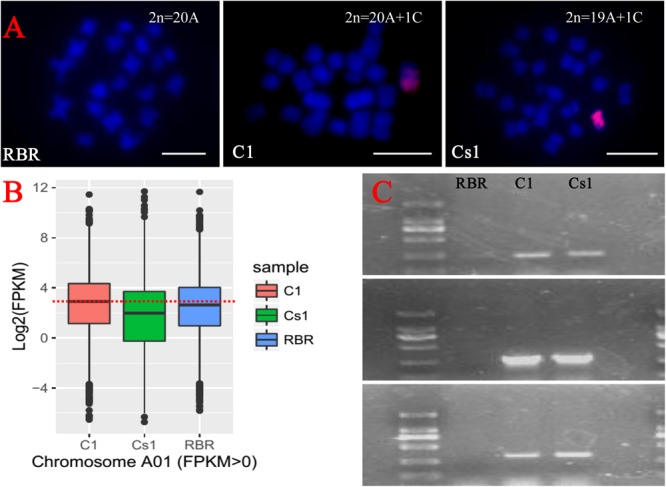
Detection of the identity of the substitution line from the backcrossing between MAAL C1 and RBR Oro by FISH, PCR amplification and RNA-seq analysis. **(A)** *Blue color* is for DAPI staining and *red signal* is from the labeled BAC BoB014O06 probe. The FISH analysis shows a chromosome configuration from mitotic cell with 19A chromosomes and 1C chromosome in substitution line. Bar: 10 μm. **(B)** Box plot of Log_2_(FPKM) of the total expressed genes (FPKM > 0) along on chromosome A1 indicates one A1 chromosome missing. **(C)** PCR amplifications of C1 chromosome specific gene markers confirms that the C1 chromosome retains in the substitution line. The sizes of marker ladder from top to end are 2000, 1000, 750, 500, 250, and 100 bp, respectively.

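Over the A01 genes with FPKM above 0, the median of log2 FPKM was 2.68 ± 0.02 (SD, n = 3 libraries) in RBR, 3.04 ± 0.40 (SD, n = 3) in C1 and 2.24 ± 0.09 (SD, n = 3) in Cs1. The same median over the genes of A02 to A10 was 2.71 ± 0.07 in RBR and 2.97 ± 0.03 in C1 (SD, n = 3 each), and 2.71, 2.51 and 2.58 in Cs1 replicates 1 to 3. The spread of the C1 value on A01 came from replicate 2, whose A01 genes lay at -0.32 relative to A02 to A10, against 0.43 and 0.47 in the other two C1 replicates.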

To further determine which chromosome of A genome was replaced in the substitution line, we performed RNA-seq to check the gene expression reduction for one particular chromosome. 

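RNA of the third leaves was sequenced from 3 lines: euploid RBR Oro (RBR), the monosomic alien addition line (MAAL C1, here C1) and the substitution line (Cs1). Each line had 3 biological replicates, and each replicate was a pool of 3 plants. By the paper's karyotypes, RBR carries 2 copies of A01 and 0 of C01, C1 carries 2 and 1, and Cs1 carries 1 and 1. The authors aligned clean reads of 150 bp to the B. napus genome and computed FPKM with Cufflinks, and the deposited values are FPKM of 101040 genes in each of 9 libraries. An FPKM carries no number of reads, so the depth behind a single gene's value is unknown, and no interval from read counts is given. The files already include the authors' trimming, alignment and scaling by gene length and mapped reads. FPKM were used as deposited, without further scaling between libraries. The chromosome of a gene and its order along the chromosome were taken from its identifier, and no coordinates were used. Identifiers place 3740 genes on A01, 36510 on A02 to A10, 4498 on C01 and 43680 on C02 to C09.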

Because of high homoeology between A1 and C1 chromosomes (Xiong et al., 2011), the chromosome A1 was most likely the one being substituted. As expected, compared to MAAL C1 and euploid RBR Oro, this substitution line showed sharply reduced gene expression level along chromosome A1, as indicated by their box plots of expressed genes (FPKM > 0, FPKM, Fragments per Kilobase of transcript per Million mapped reads) (**Figure 2B**).

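For each library, the median of log2 FPKM over 1684 A01 genes was set against the same median over 17015 genes of A02 to A10. All of these genes had FPKM above 0 in all 9 libraries, and the second median was subtracted from the first. Relative to A02 to A10, A01 lay at -0.01, 0.01 and -0.01 on the log2 scale in RBR replicates 1 to 3, at 0.43, -0.32 and 0.47 in C1 replicates 1 to 3, and at -0.40, -0.34 and -0.38 in Cs1 replicates 1 to 3. The mean of Cs1 was -0.37 relative to RBR, larger than the SD of 0.01 in RBR and 0.03 in Cs1, and every Cs1 library lay below every RBR library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Against C1 the difference was -0.57, and every Cs1 library lay below every C1 library (exact permutation test, p = 0.1). The differences of Cs1 from C1 by replicate number were -0.83, -0.03 and -0.85 (exact sign permutation, p = 0.25, the smallest that 3 pairs allow). By replicate number, Cs1 differed from RBR by -0.39, -0.35 and -0.37 (p = 0.25 from the same permutation). The pairing rests on the replicate numbers in the labels alone. None of the 9 other A chromosomes moved as far, with differences between Cs1 and RBR from -0.13 on A04 to 0.12 on A08. The alternative that moved the shift most took the A01 medians without reference to A02 to A10, and gave -0.43 against RBR and -0.91 against C1. With each library left out in turn, the shift stayed between -0.39 and -0.36 against RBR and between -0.83 and -0.43 against C1. The reduction was uneven along A01. Among 1804 A01 genes with mean FPKM of at least 1 in RBR, 3 segments were fitted to every second gene of Cs1 against RBR, and the medians were taken from the remaining genes. In the first segment, the first 1530 annotated genes, Cs1 lay at 0.02, -0.08 and -0.06 relative to RBR. In the second, the next 1545 genes, Cs1 lay at -0.96, -0.81 and -0.88, and in the third, the last 665 genes, at -0.42, -0.51 and -0.55. The difference from RBR gave p = 0.4, 0.1 and 0.1 in the segments in order (exact permutation test, 3 libraries against 3, two-sided). C1 replicates 1 and 3 lay at 0.61 and 0.67 in the first segment and at 0.02 and 0.21 in the second, and C1 replicate 2 at 0.02 and -0.93. From the reduced levels along A01 and the homoeology between A1 and C1, the paper concludes that A1 was the chromosome replaced in this line.

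**Figure D1:**
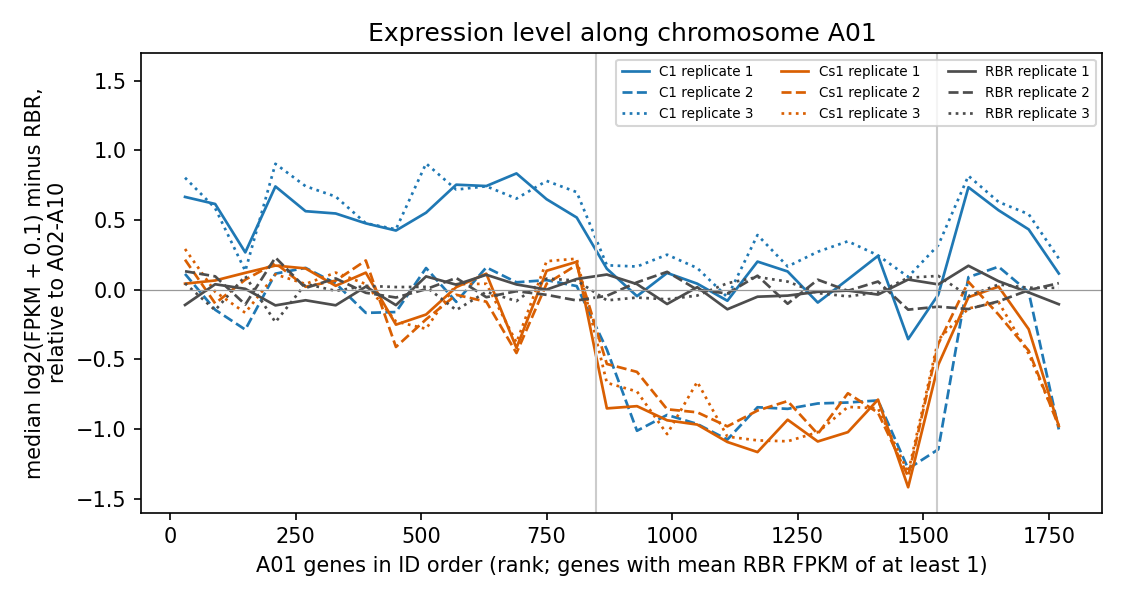
Median of log2(FPKM + 0.1) minus the RBR mean, relative to A02 to A10, in windows of 60 A01 genes (vertical axis, log2) against the rank of the genes in identifier order (horizontal axis), with 1 line per library. Vertical lines mark the edges of the 3 segments, and in the second segment the Cs1 libraries and C1 replicate 2 lie near -0.88 while C1 replicates 1 and 3 lie near the RBR libraries.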

### Differentially Expressed Genes in Three Paired Comparisons

To draw a comprehensive picture of the perturbations of gene expression in the substitution line, we performed its RNA-seq data and compared to MAAL C1 and RBR Oro. The substitution line, MAAL C1 and RBR Oro were abbreviated as Cs1, C1 and RBR, respectively. After the adapters and the low-quality reads were removed by Trimmomatic software version 0.33, 7.46–18.43 million clean 150-bp end pair reads per sample were generated. Then these clean data were mapped to the *B. napus* genome with 101040 predicted genes (Chalhoub et al., 2014). Finally, 74.14–77.30% of clean reads per sample, including 15.30–19.00% multiple mapped reads were aligned to the reference genome (**Table 1**).

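Depth differed between the lines. The paper's clean reads ranged from 7458828 to 9492588 in RBR (median 9217222), from 9066801 to 10939481 in C1 (median 10637980) and from 14850829 to 18433830 in Cs1 (median 14929375). Every Cs1 library thus had more clean reads than every RBR or C1 library. Multiple mapped reads made up 15.3% to 16.3% in RBR and C1 and 17.4% to 19.0% in Cs1 by the paper's Table 1. The FPKM themselves summed to a median of 950641 in RBR, 845426 in C1 and 921109 in Cs1. FPKM above 0 were found for a median of 36676 genes in RBR, 38294 in C1 and 37949 in Cs1. Depth and line cannot be told apart within these libraries, because all Cs1 libraries were the deepest.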

**Table 1:** Summary of clean reads per sample mapped to reference genome of *B. napus* ‘Darmor-bzh.’

Sample	Clean reads	Unique mapped (%)	Multiple mapped (%)	Total mapped (%)
RBR_1	9492588	61.50	15.80	77.30
RBR_2	9217222	59.16	16.25	75.41
RBR_3	7458828	60.73	15.87	76.60
C1_1	9066801	58.97	15.30	74.27
C1_2	10939481	58.82	15.59	74.41
C1_3	10637980	59.21	15.30	74.51
Cs1_1	14850829	56.75	17.39	74.14
Cs1_2	18433830	56.04	18.34	74.38
Cs1_3	14929375	55.88	19.00	74.88

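The composition of the FPKM differed between the lines. The 10 genes with the highest FPKM took 10.6% ± 1.03 of the total in RBR, 5.01% ± 0.401 in C1 and 9.43% ± 1.29 in Cs1 (SD, n = 3 libraries each). Genes on C01 took 0.590% ± 0.105 in RBR, 2.78% ± 0.143 in C1 and 2.59% ± 0.102 in Cs1 (SD, n = 3 each). Genes on C02 to C09, which by the paper's karyotypes no line carries, took between 6.15% and 6.69% of the FPKM in the 9 libraries. Across 32548 genes, Pearson's r between libraries of the same line was 0.81 to 0.85 within RBR, 0.83 to 0.87 within C1 and 0.89 to 0.91 within Cs1, and between lines it was 0.60 to 0.74. These correlations are across genes, which are not independent replicates. The median SD of a gene between replicates was 0.52 in RBR, 0.47 in C1 and 0.38 in Cs1 on the log2 scale.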

After that, the values of FPKM per sample were assessed to determine the gene expression profiling among Cs1, C1 and RBR. And the DEseq2 package software was performed to determine the DEGs. 

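Because the deposited values are FPKM, no test of read counts was used, and each pair of lines was compared with limma on log2(FPKM + 0.1), with a variance prior that followed the mean level. Genes with a mean FPKM of at least 1 in a compared line were tested. A DEG had a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1. Up-regulated means higher in the second line of a comparison. Replicate numbers are shared between the lines, but nothing beyond the labels says that libraries of the same number were handled together. After the line means were removed, the mean correlation of same-numbered libraries was -0.00779 between RBR and C1, 0.0338 between RBR and Cs1 and -0.0767 between C1 and Cs1. Libraries of different numbers gave 0.00375, -0.0167 and 0.0381 in the same order. The comparisons without the replicate number are therefore given first, and those with it as a block beside them.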

Compared to euploid RBR, 3331 DEGs were identified in C1, including 1561 (46.86%) up-regulated genes and significantly higher down-regulated genes (1770, 53.14%) (χ^2^-test, *P* = 2.93e-4). 

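Of 31041 genes tested between RBR and C1, 3348 were DEGs. In C1, 2319 of them (69.3%, 95% Wilson interval 67.7 to 70.8) were up-regulated and 1029 were down-regulated (exact binomial test of equal shares, two-sided, p = 9.02e-113). The interval and the test treat genes as independent. At an unadjusted p below 0.05, 9543 genes differed by limma. The count moved most with the replicate number as a block, to 1356 DEGs. The pairing comes from the labels alone, and same-numbered libraries correlated by -0.00779 on average. With each library left out in turn, 1473 to 3543 genes were DEGs. After FPKM were rescaled so that the median ratio over A02 to A10 genes was 1 between libraries, 2920 genes were DEGs and 54.9% of them were up-regulated.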

Remarkably, more than double DEGs (6776), including 3433 (50.66%) up-regulated genes and comparable down-regulated genes (3343, 49.34%) (χ^2^-test, *P* = 0.27), were detected in the comparison of RBR vs. Cs1, probably attributing to the simultaneous chromosome loss and substitution in Cs1. 

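Between RBR and Cs1, 30112 genes were tested and 6587 were DEGs, 1.97 times as many as between RBR and C1. Up-regulated genes numbered 3327 (50.5%, 95% Wilson interval 49.3 to 51.7) and down-regulated genes 3260, a difference that was not detectable (exact binomial test, two-sided, p = 0.416). At an unadjusted p below 0.05, 11787 genes differed. With the replicate number as a block, 5703 genes were DEGs, with same-numbered libraries correlated by 0.0338 on average and the pairing known from the labels alone. Without single libraries the count ranged from 3421 to 7283. The share of up-regulated genes passed the test in either direction under other settings. It was 54.0% after rescaling over A02 to A10 genes, 51.3% with genes of mean FPKM of at least 0.1, 52.0% with no filter on low values, and 48.2% with all 9 libraries in one fit. The genes with the largest changes on A02 to A10, among 2741 DEGs with complete separation of the libraries and a mean FPKM of at least 10, changed between near 0 and high FPKM. BnaA08g00540D rose from 0 in every RBR library to 280 ± 43.1 FPKM in Cs1 (SD, n = 3), a log2 fold change of 11.44 (standard error 0.26, adjusted p = 1.46e-05 by limma), and had 26.5 ± 12.6 FPKM in C1. BnaA10g15920D rose from 0.0697 to 161 ± 48.9 FPKM, a log2 fold change of 10.06 (standard error 0.53, limma's adjusted p = 0.000177). BnaA10g07250D fell from 466 ± 212 to 0.156 FPKM, a log2 fold change of -11.25 (standard error 0.73, limma's adjusted p = 0.000374), and had 732 ± 568 FPKM in C1. BnaA07g21140D fell from 183 ± 109 FPKM to 0 in every Cs1 library, a log2 fold change of -10.57 (standard error 0.59, limma's adjusted p = 0.000212). The size of these log2 fold changes depends on the value added to FPKM, and with 1 in place of 0.1 that of BnaA08g00540D was 8.12.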

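Of 31428 genes tested between C1 and Cs1, 12132 were DEGs, and 16448 had an unadjusted p below 0.05. In Cs1, 4331 DEGs (35.7%, 95% Wilson interval 34.9 to 36.6) were up-regulated and 7801 down-regulated (exact binomial test, two-sided, p = 9.45e-221). With the replicate number as a block, 9876 genes were DEGs, where same-numbered libraries correlated by -0.0767 on average and the pairing comes from the labels. After rescaling over A02 to A10 genes, 11099 genes were DEGs and 49.4% were up-regulated (exact binomial test, p = 0.247), so the bias in direction was not detectable under that scaling.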

8994 DEGs, including 4259 (47.35%) down-regulated genes and a significant bias to up-regulated genes (4735, 52.65%) (χ^2^-test, *P* = 5.19e-5) were also found in the comparison C1 vs. Cs1. The results of Venn diagram supported by the public webtools (Bioinformatics & Evolutionary Genomics^1^) showed that 1564 DEGs were identified both in RBR vs. C1 and RBR vs. Cs1, almost half of total DEGs in RBR vs. C1 (46.95%) and quarter of DEGs in RBR vs. Cs1 (**Figure 3A**). 

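In the data, 1406 genes were DEGs both between RBR and C1 and between RBR and Cs1. They made up 42.0% of the DEGs of RBR vs C1 and 21.3% of those of RBR vs Cs1. Among the 28605 genes tested in both comparisons, 631 shared DEGs would fall together by chance (odds ratio 4.03, Fisher's exact test, two-sided, p = 1.65e-249). The RBR libraries are part of both comparisons, so the 2 lists are not independent, while this test treats them as if they were. Of the shared genes, 513 lay on C01 and 71 on A01. By the paper's karyotypes C1 and Cs1 carry C01 and RBR does not, so sharing on C01 follows from the karyotype. The odds ratio and its test include these C01 genes and do not measure the overlap on other chromosomes alone. The number shared moved most with the replicate number as a block, to 716, with the pairing from the labels.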

Detailed information of DEGs was summarized in **Table 2**.

**FIGURE 3:**
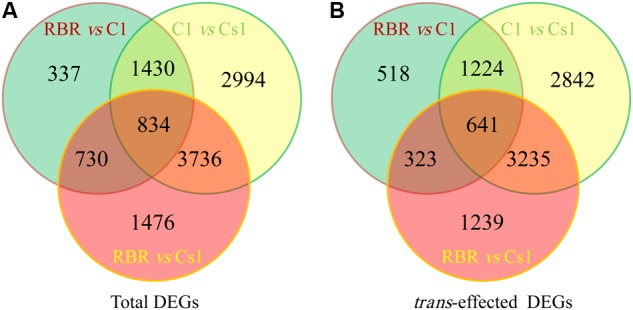
Total and *trans*-effected differentially expressed genes (DEGs) from three comparisons are shown in Venn diagram (http://bioinformatics.psb.ugent.be/webtools/Venn/). **(A)** Venn analysis for total DEGs. **(B)** Venn analysis for *trans*-effected DEGs.

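Over all DEGs, 369 were found only between RBR and C1, 1308 only between RBR and Cs1 and 5926 only between C1 and Cs1, and 760 were found in all comparisons. Between RBR and C1 and between RBR and Cs1, but not between C1 and Cs1, 646 DEGs were shared. A further 1573 DEGs were shared by RBR vs C1 and C1 vs Cs1, and 3873 by RBR vs Cs1 and C1 vs Cs1. Among trans-effect DEGs, 557 were found in all comparisons, and 265, 1345 and 3448 were shared by the same pairs of comparisons in the same order.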

**Table 2:** Proportion of up- and down-regulated differentially expressed genes (DEGs) in three comparisons.

	RBR *vs*. C1		C1 *vs*. Cs1		RBR *vs*. Cs1	
	DEGs	Ratio (%)	DEGs	Ratio (%)	DEGs	Ratio (%)
Up-regulated	1561	46.86	4735^∗∗^	52.65	3433	50.66
Down-regulated	1770^∗∗^	53.14	4259	47.35	3343	49.34
Total	3331		8994		6776	

*^∗∗^Groups extremely significantly different detected by chip-seq, *p* < 0.01.*

### *Cis*- and *Trans*-Effects for Transcripts in Aneuploids C1 and Cs1

Although MAAL C1 had an extra chromosome C1, it showed an extremely significant bias to down-regulated genes in comparison with RBR. This suggested not only a strong systemic effect for the unbalanced chromosome complement (*cis*-effect), but also a wide range of *trans*-effects for transcripts on the other disomic chromosomes (*trans*-effects). This result was in accordance with recent studies of gene expression patterns in aneuploidy (Huettel et al., 2008; Letourneau et al., 2014; Zhu et al., 2015).

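The share of DEGs between RBR and C1 that were higher in C1 depended on the scaling of the FPKM. With FPKM as deposited, 69.3% of the 3348 DEGs were higher in C1. The ratios over A02 to A10 genes lay higher in C1, and rescaling divided the FPKM by 1.18, 1.20 and 1.15 in C1 replicates 1 to 3, against 0.962, 1.01 and 0.973 in RBR replicates 1 to 3. After that rescaling, 54.9% of all DEGs were higher in C1, still the majority, and the direction reversed only for the trans-effect DEGs, with 43.3%. All DEGs include those on C01, 613 after the rescaling, while the trans-effect DEGs leave them out. By the paper's karyotypes RBR carries no C01, and 655 of 661 DEGs there were higher in C1 before rescaling. The majority after rescaling thus rested on C01. Without single libraries and without rescaling, the share of all DEGs higher in C1 ranged from 64.0% to 76.1%.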

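Among DEGs between RBR and C1, 661 lay on C01, where 54.2% of the 1220 tested genes were DEGs, and 1725 lay on A02 to A10, where 8.94% of 19292 tested genes were. A further 217 DEGs lay on A01, 438 on C02 to C09, and 164 on A-subgenome and 140 on C-subgenome sequences without a chromosome. The DEGs on A01 included 158 that were higher in C1, in which A01 of replicate 2 lay at -0.32 and of the other two replicates at 0.43 and 0.47 relative to A02 to A10. From the bias to down-regulated genes that it reports for C1 despite the extra chromosome, the paper proposes a cis-effect of the unbalanced chromosome together with wide trans-effects.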

To assess the *trans*-effects of unbalanced chromosomes on gene expression, we picked out DEGs along disomic chromosomes in the comparisons of RBR vs. C1, RBR vs. Cs1 and C1 vs. Cs1. 

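For these sets, DEGs on C01 were left out between RBR and C1, DEGs on A01 and C01 between RBR and Cs1, and DEGs on A01 between C1 and Cs1. The remaining sets thus kept DEGs on C02 to C09, 438 between RBR and C1 and 862 between RBR and Cs1, although by the paper's karyotypes these chromosomes are absent, and they kept DEGs on sequences without a chromosome. Counting genes of A01 to A10, unplaced A-subgenome sequence and C01 alone, a restriction chosen after seeing the data, gave 2106 trans-effect DEGs between RBR and C1 and 4290 between RBR and Cs1.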

For RBR vs. C1, 2706 (81.24%) DEGs were on the 20 disomic chromosomes, including 950 (37.36%) up-regulated genes and 1756 (62.64%) down-regulated genes, with an extremely significant bias to the latter (χ^2^-test, *P* = 2.20e-16). 

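Trans-effect DEGs between RBR and C1 numbered 2687, which was 80.3% of the DEGs. In C1, 1664 (61.9%, 95% Wilson interval 60.1 to 63.7) were up-regulated and 1023 down-regulated (exact binomial test, two-sided, p = 2.43e-35). The direction reversed after FPKM were rescaled over A02 to A10 genes, where 43.3% of 2307 trans-effect DEGs were up-regulated (exact binomial test, p = 1.02e-10). With the replicate number as a block, 926 trans-effect DEGs remained and 54.4% were up-regulated, where same-numbered libraries correlated by -0.00779 and the pairing is from the labels. With all 9 libraries in one fit there were 4266. Leaving out single libraries gave 1051 to 2888 trans-effect DEGs, of which 49.2% to 66.1% were up-regulated.

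**Figure D2:**
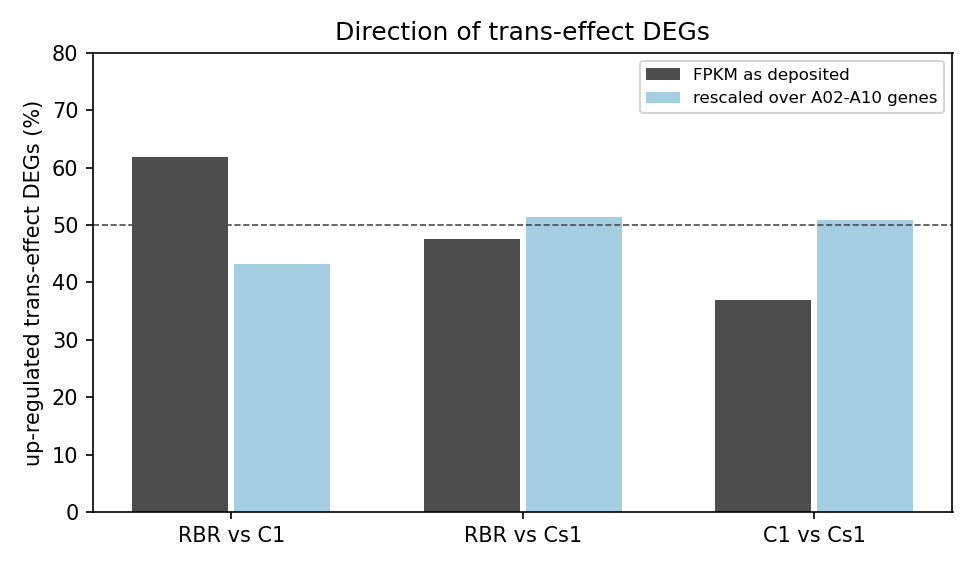
Percent of trans-effect DEGs that were up-regulated (vertical axis, from 0) in each comparison (horizontal axis), with FPKM as deposited and after rescaling over A02 to A10 genes. Bars are single values from the fits with 3 libraries per line, the dashed line marks equal shares, and the bars move from 61.9% to 43.3%, from 47.5% to 51.4% and from 37.0% to 51.0%.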

From the comparison RBR vs. Cs1, after ruling out the DEGs on extra chromosome C1 and deficient chromosome A01, 5438 (80.25%) DEGs were detected, including 2586 (47.21%) up-regulated genes and 2852 down-regulated genes (52.79%), with a significant bias to down-regulation (χ^2^-test, *P* = 3.10e-4). 

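Off A01 and C01, 5401 DEGs (82.0%) remained between RBR and Cs1. Of these, 2568 (47.5%, 95% Wilson interval 46.2 to 48.9) were up-regulated in Cs1 and 2833 down-regulated (exact binomial test, two-sided, p = 0.000327). After rescaling over A02 to A10 genes the direction reversed, with 51.4% of 5528 trans-effect DEGs up-regulated (exact binomial test, p = 0.0325). Blocking by replicate number left 4656, of which 47.0% were up-regulated, where same-numbered libraries correlated by 0.0338 and the pairing is from the labels. Without single libraries the number ranged from 2651 to 6110 and the share up-regulated from 40.6% to 51.8%.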

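Between C1 and Cs1, 11233 trans-effect DEGs (92.6% of the DEGs) lay off A01. They included 4153 up-regulated genes (37.0%, 95% Wilson interval 36.1 to 37.9) and 7080 down-regulated genes (exact binomial test, two-sided, p = 1.08e-169). After rescaling over A02 to A10 genes, 51.0% of 10331 were up-regulated (exact binomial test, p = 0.0491). The replicate number as a block left 9103 trans-effect DEGs, where same-numbered libraries correlated by -0.0767 and the pairing is from the labels. Leaving out C01 as well as A01 gave 10753.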

The comparison of C1 vs. Cs1 gave 8122 (90.30%) DEGs belong to trans-effects (**Table 3**).

**Table 3:** Summary of *trans*-effected DEGs in three comparisons.

	RBR vs. C1		C1 vs. Cs1		RBR vs. Cs1	
	DEGs	Ratio (%)	DEGs	Ratio (%)	DEGs	Ratio (%)
Up-regulated	950	37.36	4480^∗∗^	53.41	2586	47.21
Down-regulated	1756^∗∗^	62.64	3642	46.59	2852^∗∗^	52.79
Total	2706		8122		5438	

*^∗∗^Groups extremely significantly different detected by chip-seq, *p* < 0.01.*

Whether these *trans*-effect DEGs presented random contributions on all disomic chromosomes in the substitution line? Thus, we assessed the proportion of genome-wide expressed genes and DEGs of the remainder disomic chromosomes in two comparisons. *Trans*-effects did not appeared equally across all chromosomes in the comparisons of RBR vs. C1 and RBR vs. Cs1. 

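DEG rates, as the percent of annotated genes of a chromosome that were DEGs, differed between chromosomes. Between RBR and C1 the rates on A01 to A10 ranged from 3.83% to 5.80% (chi-square test, chi-square = 38.9, p = 1.2e-05), and between RBR and Cs1 the rates on A02 to A10 ranged from 9.12% to 11.8% (chi-square = 28.4, p = 0.000409). With tested genes as the denominator, chi-square was 33.6 (p = 0.000107) between RBR and C1 and 16.0 (p = 0.0423) between RBR and Cs1. These tests treat genes as independent. Those between RBR and C1 include A01, whose first segment was raised in C1 replicates 1 and 3. With the replicate number as a block, the difference between chromosomes was no longer detectable between RBR and C1 (p = 0.242), where same-numbered libraries correlated by -0.00779 and the pairing is from the labels. The same held without C1 replicate 1 (chi-square test, p = 0.316). For RBR and Cs1 it was no longer detectable without RBR replicate 3, Cs1 replicate 1 or Cs1 replicate 2 (chi-square tests, p = 0.114, 0.0521 and 0.115), and the block left p = 0.0413.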

Intriguingly, chromosome A03 were always most susceptible in both comparisons, but chromosome A02 and chromosome A04 were most stable (**Supplementary Table S1**, χ^2^-test, *P* < 0.001), hinting that aneuploidy might impact gene expression distinctly on some chromosomes.

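Between RBR and Cs1, A03 had the highest rate of DEGs, 11.8% of 6076 annotated genes (95% Wilson interval 11.0 to 12.7). A02 had the lowest rate, 9.12% (8.24 to 10.1), and A04 ranked 7 of 9 with 9.96% (8.93 to 11.1). Between RBR and C1, A03 ranked 3 of 10 with 5.17% (4.64 to 5.75), below A01 with 5.80% (5.10 to 6.60) and A10 with 5.71% (4.94 to 6.59). On A01 the rate was 9.08% in the first segment, 2.98% in the second and 4.81% in the third. C1 replicates 1 and 3 lay at 0.61 and 0.67 in that first segment, so the rank of A01 cannot be read as a trans-effect alone. The lowest rates in that comparison were 3.83% on A04 and 3.87% on A02. The intervals of A03 overlapped those of A06, A08, A09 and A10 in both comparisons. The ranking depended on the denominator. As a percent of tested genes between RBR and Cs1, A03 ranked 1 with 22.5%, A04 ranked 2 with 20.9% and A05 was lowest with 18.0%, while A02 ranked 8 with 20.1%. In the same measure between RBR and C1, A07 was lowest with 7.19%, A03 ranked 4 with 9.81%, A02 ranked 7 with 8.43% and A04 ranked 8 with 7.93%. Without single libraries, the rate on A03 ranged from 5.92% to 12.3% between RBR and Cs1 and from 1.89% to 4.72% between RBR and C1. In the latter comparison it fell below the rate over all A chromosomes without RBR replicate 2, RBR replicate 3 or C1 replicate 2.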

Only a minor degree of *cis*-effect genes was observed, with 625 (18.76%) DEGs along on chromosome C1 in the comparison of RBR vs. C1 and 704 (10.39%) DEGs along on chromosome C1, as well as 634 (9.36%) DEGs across chromosome A01 in the comparison of RBR vs. Cs1. 

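On C01, 661 DEGs were found between RBR and C1 (19.7% of the DEGs), 655 of them higher in C1. Between RBR and Cs1, 657 DEGs lay on C01 (9.97%), 621 of them higher in Cs1, and 529 on A01 (8.03%), 138 higher and 391 lower in Cs1. These numbers were 430, 607 and 440 in fits with the replicate number as a block, with the pairing from the labels. Without single libraries they ranged from 422 to 655, from 508 to 664 and from 262 to 509. The DEGs were uneven along both chromosomes. On C01, taken as 4 segments in identifier order with 1831, 2031, 323 and 313 annotated genes, the DEGs between RBR and Cs1 numbered 45, 540, 9 and 63. In the first of these segments, 11.8% of genes had FPKM of at least 1 in RBR, 15.9% in C1 and 11.0% in Cs1, and in the second 9.03%, 34.7% and 32.2%. On A01, the segments of 1530, 1545 and 665 annotated genes held 98, 233 and 60 down-regulated and 96, 22 and 20 up-regulated DEGs between RBR and Cs1.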

Interestingly, despite the reduced gene dosage, 5.19% (194) of genes along chromosome A01 in Cs1 had significantly higher expression levels than in the euploid RBR, probably attributing to the genome-wide dosage-compensation. These up-regulated genes, which were largely rather well-distributed along chromosome A01, appeared to have no conspicuous common features. 

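Up-regulated in Cs1 against RBR were 138 A01 genes, 3.69% of the 3740 annotated on A01. In the fit with the replicate number as a block, 125 remained, with the pairing from the labels. Without single libraries the number ranged from 78 to 156. By segment, 96 lay in the first segment of A01, where the median of Cs1 was -0.04 ± 0.05 relative to RBR (SD, n = 3), and 22 in the second, where it was -0.88 ± 0.08 (SD, n = 3).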

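The position of the up-regulated genes along A01 was compared with that of all 1905 tested A01 genes. In 4 successive parts of 477, 476, 476 and 476 tested genes in identifier order, 53, 46, 12 and 27 were up-regulated and 43, 72, 163 and 113 were down-regulated in Cs1. The Kolmogorov-Smirnov distance between up-regulated and tested genes was 0.223 (permutation test with 100000 resamples, p = 1e-05, the smallest these can give).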

To gain deeper insights into common patterns of the aneuploidy effect on gene expression, we performed Venn diagram to pick out the common-effected DEGs and specific DEGs. The identified 964 common *trans*-effect DEGs occupied 35.62% *trans*-effect DEGs in RBR vs. C1 and 17.72% *trans*-effect DEGs in RBR vs. Cs1. 

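Common trans-effect DEGs, found in both comparisons with RBR and off A01 and C01, numbered 822. They were 30.6% of the trans-effect DEGs between RBR and C1 and 15.2% of those between RBR and Cs1. A block for the replicate number, with the pairing from the labels, left 335. Leaving out single libraries gave 401 to 1043. Both comparisons use the same RBR libraries, and a deviation of the RBR mean of a gene enters both.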

The comparisons of RBR vs. C1, RBR vs. Cs1 and C1 vs. Cs1 resulted in 518, 1239 and 2842 DEGs, respectively (**Figure 3B**). 

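Trans-effect DEGs found in only one comparison numbered 520 between RBR and C1, 1131 between RBR and Cs1 and 5883 between C1 and Cs1. Blocking by replicate number, with the pairing from the labels, gave 119, 1281 and 5366 in the same order.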

Taking into consideration of altered patterns of gene expressions, 273 down-regulated and 124 up-regulated trans-effected DEGs were detected both in RBR vs. C1 and RBR vs. Cs1. 

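Of the 822 common trans-effect DEGs, 236 were up-regulated and 108 down-regulated in both comparisons. The remaining 478 changed in opposite directions, with 270 up-regulated in C1 and down-regulated in Cs1, and 208 the other way. The same direction thus held for 344 genes (41.8%). These directions depend on the scaling of the FPKM. After rescaling over A02 to A10 genes, 203 were up-regulated and 133 down-regulated in both comparisons. Blocking by replicate number, with the pairing from the labels, gave 116 and 43.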

The gene ontology analysis revealed that these common DEGs, especially the reduced expressed genes (**Figure 4A**) mainly involved in “photosystem II” (Benjamini–Hochberg FDR, *P* = 9.9e-11), “thylakoid” (*P* = 1.1e-11), “photosynthesis, light harvesting in photosystem I”(*P* = 6.5e-13) as well as “pigment binding” (*P* = 2.8e-13) and in particular those involved in “plastid” (*P* = 4.5e-14) and “chloroplast” (*P* = 3.8e-19), indicating that aneuploidy had severe impairment on photosynthesis. Intriguingly, up-regulated common DEGs were demonstrated to be associated with the annotation cluster “response to mannitol” (*P* = 3.5e-2), “nucleus” (*P* = 1.6e-2), “phosphoprotein” (*P* = 6.6e-3) and “response to water deprivation” (*P* = 5.2e-3) and particular in “alternative splicing” (*P* = 1.8e-3), implying that the aneuploidy defect also triggered epigenetic alteration on genome- wide gene expression which needed further study (**Figure 4B**).

**FIGURE 4:**
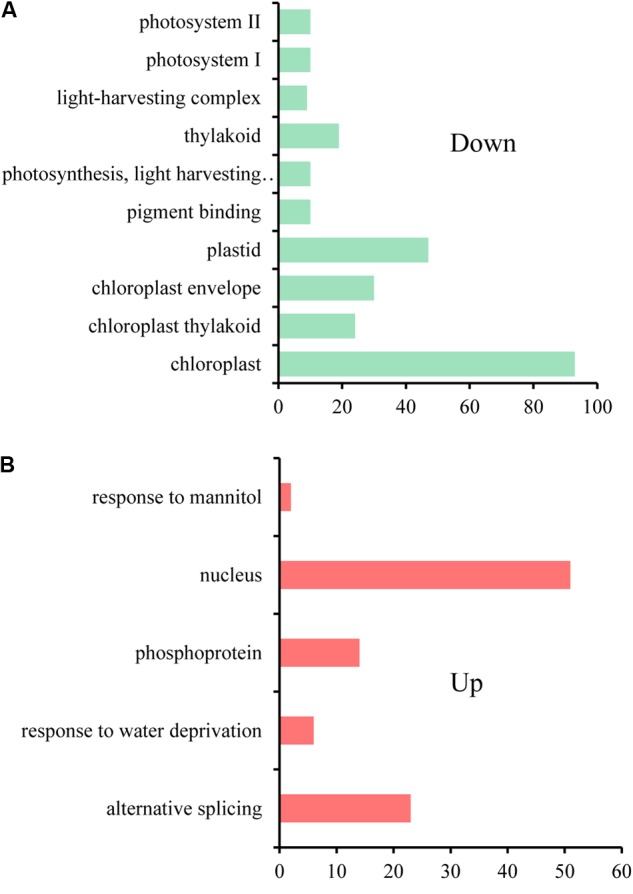
The gene ontology analysis for common *trans*-effected DEGs in the comparisons of RBR vs. C1 and RBR vs. Cs1. **(A)** The gene annotation terms for down regulated genes. **(B)** The gene annotation terms for up regulated genes.

### Expression of One-Dose Genes in Cs1 Line

Gene dosage effects have been demonstrated to widely contribute to the phenotype alterations (Birchler and Veitia, 2007; Huettel et al., 2008). The substitution line provided an excellent chance to determine the overall patterns of one-dose genes response on chromosome A01. According to Malone et al.’s (2012) work, using *t*-test (*p* < 0.05), a null hypothesis, in which the expression of one-dose genes was twofold reduction in RBR compared to the Cs1 values for each gene, was tested to classify the expression of one-dose genes into three groups: anti-compensated, non-compensated and compensated. Briefly, genes for which the null hypothesis was not rejected, were stratified into non-compensated. The genes for which the null hypothesis was rejected and expression was lower than the expected two-fold reduction were treated as anti-compensated. And genes for which the null hypothesis was rejected and the expression was higher than the expectations were classified as compensation levels.

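The classes were assigned with limma on log2(FPKM + 0.1), after the RBR values had been divided by 2 so that no difference stands for the expected reduction, and an unadjusted p below 0.05 rejected it. All A01 genes with a mean FPKM above 0.1 in RBR were classified. With 3 libraries per line, a gene counts as non-compensated also when its spread is too large to reject the reduction. In data simulated at 1 of 2 doses 94.5% of genes were classified as non-compensated. At equal simulated levels 57.5% were classified as compensated and 42.3% as non-compensated. At 1 of 4 parts of the RBR level 61.2% were classified as anti-compensated. The simulation used genes of all chromosomes with a mean FPKM of at least 1 in RBR, and the SDs of RBR. The classified genes lie on A01 and reach down to 0.1, so these shares may differ for them.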

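Of 3740 annotated A01 genes, 1298 (34.7%) had FPKM of 0 in all RBR and Cs1 libraries. Among the 2219 genes with a mean FPKM above 0.1 in RBR, 1291 were non-compensated (58.2% of those classified and 34.5% of all annotated), and 227 were anti-compensated (10.2% and 6.07%). Other settings moved these counts by less than the criterion of 1.5 times, except the null of equal levels, tried after seeing the data, under which 670 genes were lower in Cs1. A block for the replicate number, with the pairing from the labels, gave 1309 non-compensated and 219 anti-compensated genes.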

Our data showed that non-compensation (1558, 41.66%) class and non-expressed (1298, 34.71%) genes across chromosome A1 in Cs1 accounted for the most genes, however, 693 (18.53%) genes belonged to anti-compensated group. 

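Compensated genes, with a level above the expected reduction, numbered 701 (31.6% of those classified and 18.7% of annotated A01 genes). Blocking by replicate number, with the pairing from the labels, gave 691. The per-gene test without moderation gave 1377 non-compensated, 654 compensated and 188 anti-compensated genes. Under the null of equal levels, tried after seeing the data, 235 genes were higher in Cs1. On the 9 other A chromosomes, which have 2 copies in both lines, the same procedure called 44.5% to 53.4% of genes non-compensated and 39.0% to 50.0% compensated. The classes differed along A01. In the first segment, where Cs1 lay at -0.04 ± 0.05 relative to RBR (SD, n = 3), 48.6% of 1015 genes were non-compensated and 45.8% compensated. In the second, where Cs1 lay at -0.88 ± 0.08 (SD, n = 3), 69.1% of 850 genes were non-compensated, 14.5% compensated and 16.5% anti-compensated. In the third, 59.6% of 354 genes were non-compensated and 31.9% compensated.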

And only a minor degree of compensated genes (191, 5.10%) were observed. Additionally, we wondered if there was a clear correlation between gene expression levels and compensation state. 

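By mean FPKM in RBR, 1372 of the classified A01 genes were low (above 0.1 and below 10), 751 medium (10 to 100) and 96 high (above 100). The values are FPKM in the deposited files.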

Herein, based on the gene expression in RBR, we classified genes along chromosome A01 into three categories, according to low (0.1 < RPKM < 10, 1372 genes), medium (10 < RPKM < 100, 751 genes), or high (RPKM > 100, 96 genes) levels. Notably, non-compensation was more prevalent in low expression genes (918, 66.91%) and medium (403, 53.66%) groups (χ^2^-test, *P* < 0.05), while compensated genes, including anti-compensated genes were dominant in high group (49, 51.04%), but not significant (χ^2^-test, *P* = 0.84). However, compared to compensated genes, anti-compensated genes were prevalent among all expression levels (**Table 4**).

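Non-compensated genes made up 63.5% of the low group (871 genes, 95% Wilson interval 60.9 to 66.0), 50.5% of the medium group (379 genes, 46.9 to 54.0) and 42.7% of the high group (41 genes, 33.3 to 52.7). The share differed between the groups (chi-square test, chi-square = 43.7, p = 3.28e-10). Comparisons of 3 libraries against 3 that mixed RBR and Cs1 also gave the low group the largest share. There it was 82.1% to 92.8% in the low group, 62.3% to 75.4% in the medium and 61.4% to 73.3% in the high group. Mixed groups keep only part of the line difference, so the larger share in the low group cannot be ascribed to copy number alone. Non-compensated genes outnumbered the other classes in the low group (exact binomial test, two-sided, p = 1.21e-23). In the medium group (exact binomial test, p = 0.827) and the high group (exact binomial test, p = 0.184) no difference was detectable. The result in the medium group depended on the processing. The per-gene test without moderation, as in the paper, gave 426 non-compensated genes against 325 others (56.7%, exact binomial test, p = 0.000258). Without RBR replicate 3 or any single Cs1 library the share in the medium group was 55.5% to 56.6%, with p of 0.000343 to 0.00275 in the same exact binomial test. After rescaling over A02 to A10 genes it was 47.7% (exact binomial test, p = 0.229). Non-compensated genes were the majority of the low group under every setting that was run. In the high group no difference was detectable under any of them. The share in the low group moved most with genes of mean FPKM above 1 in RBR, to 56.1%.

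**Figure D3:**
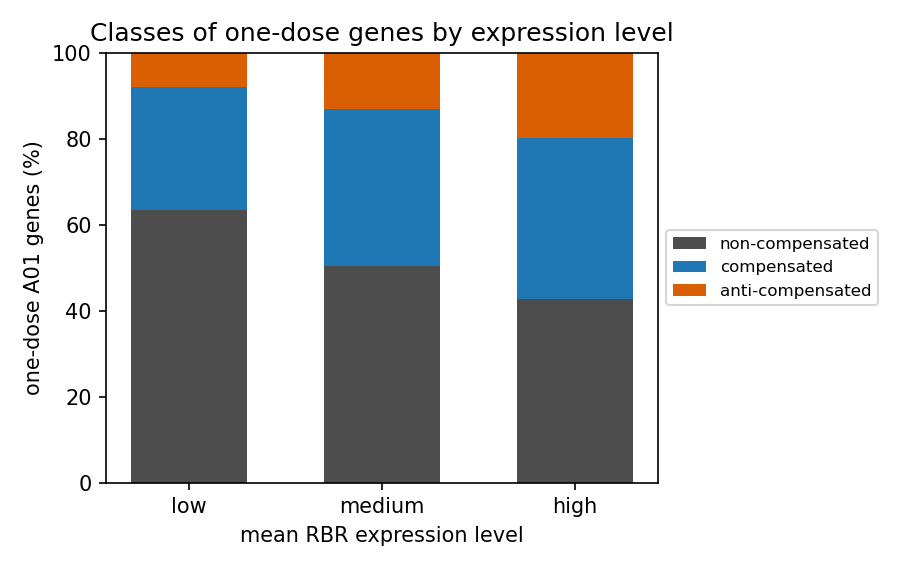
Percent of classified A01 genes (vertical axis, from 0 to 100) in each class, by low, medium and high mean FPKM in RBR (horizontal axis). Bars are single values from the fit with 3 libraries per line, and the non-compensated share falls from 63.5% to 50.5% and 42.7%.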

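Compensated genes outnumbered anti-compensated genes at each level in the data, with 391 against 110 in the low group (exact binomial test, two-sided, p = 6.1e-38), 274 against 98 in the medium group (p = 2.17e-20, same test) and 36 against 19 in the high group (p = 0.03, same test). The direction of this comparison depended on the null. Under the null of equal levels, tried after seeing the data, 299 genes of the low group were lower and 151 higher in Cs1, with 323 lower and 77 higher in the medium group and 48 lower and 7 higher in the high group.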

**Table 4:** The relationship between gene expression level and gene expression compensation.

Gene groups	Non-compensated	Ratio (%)	Compensated	Ratio (%)	Anti-compensated	Ratio (%)	Total
Low (0.1 < RPKM < 10)	918^∗∗^	66.91	96	7	358	26.09	1372
Medium (10 < RPKM < 100)	403^∗^	53.66	80	10.65	268	35.69	751
High (RPKM > 100)	47	48.96	15	15.63	34	35.42	96

*^∗∗^Groups extremely significantly different detected by chip-seq, *p* < 0.01. *^∗^*Groups significantly different detected by chip-seq, *p* < 0.05.*

### GO Annotation of Total and *Trans*-Effect DEGs

To further study the biological pathways that probably contributed to morphology alteration in MAAL C1 and Cs1, the DEGs were annotated in GO database. Due to insufficient gene function annotations in *B. napus*, the DEGs were first annotated by sequence alignment with homologous gene in TAIR 10 (The Arabidopsis Information Resources) (*E*-value cutoff of 1e-5). Totally, 2903 (87.15%) of 3331 DEGs (1574 down-regulated and 1329 up-regulated genes) in RBR vs. C1 and 5896 (87.01%) of 6776 DEGs (2919 down-regulated and 2977 up-regulated genes) in RBR vs. Cs1 were respectively aligned to their putative orthologs in *Arabidopsis thaliana*. Then these genes groups were assigned to Gene Ontology (GO) category with the three major terms, cellular component, molecular function and biological process via the open access functional annotation tool DAVID^2^ according to Benjamini modified FDR value (*P* < 0.05).

For the down-regulated genes, the GO terms related to chloroplast and photosystem were significantly clustered for both comparisons, indicating aneuploidy generally resulted in defective photosynthesis. The gene ontology analysis also revealed that the reduced expressed genes in C1 and Cs1 involved in “rRNA binding,” “structural constituent of ribosome” and “large ribosomal subunit” (**Figures 5A,B**), implying a reduction in protein synthesis in aneuploidy, consistent with the results of previous gene expression studies in other aneuploidy organisms (Torres et al., 2008; Stingele et al., 2012; Sheltzer et al., 2012). Particularly, sharply reduced GO terms were clustered in up-regulated genes in both RBR vs. C1 and RBR vs. Cs1, despite the fact that up-regulated DEGs and down-regulated genes were comparable in RBR vs. C1 and RBR vs. Cs1 (**Figures 5C,D**), indicating that the responses of highly expressed genes to aneuploidy impact were more random. The terms with “nucleus” and “positive regulation of transcription, DNA-templated” were revealed in both comparisons, which implied positive DNA synthesis and potentially supported the hypothesis that the structure of genome was undergoing a period of instability in aneuploidy (Huettel et al., 2008). Another finding was that the up-regulated genes in RBR vs. Cs1 were rich in the terms “response to brassinosteroid” and “brassinosteroid mediated signaling pathway” (**Figure 5D**), which provided some clues that brassinosteroid probably contributed to the morphology of substitution line with defective stamen.

**FIGURE 5:**
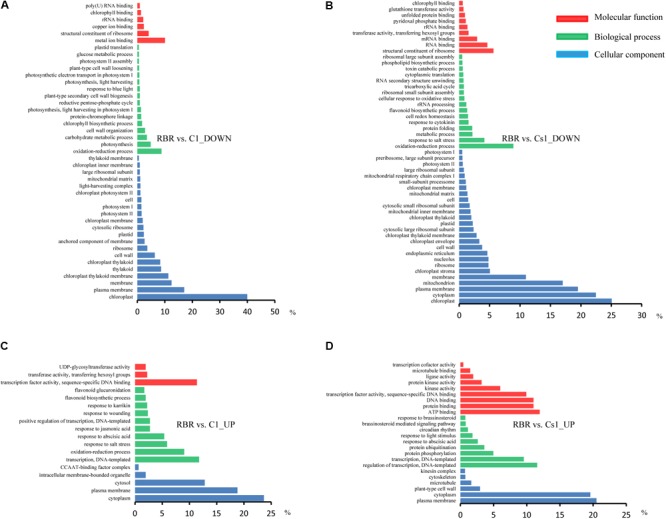
GO analysis of trans-effected DEGs in two comparisons of RBR vs. C1 and RBR vs. Cs1 annotated by three categories: cellular component (*blue*), molecular functions (*red*) and biological process (*green*). **(A,B)** Go annotation for down-regulated genes in both comparisons. **(C,D)** The reduced GO terms were clustered in up-regulated genes in both comparisons.

To gain insights into the impact of aneuploidy on remainder gene expressions, the GO analysis was conducted to independently annotate the *trans*-effected DEGs. 2376 of 2706 *trans*-effected DEGs in RBR vs. C1 and 4742 of 5438 *trans*-effected DEGs in RBR vs. Cs1 were respectively aligned to their homologous partners in *A. thaliana*. Similar with the total DEGs annotation, the GO analysis revealed that reduced expressed genes were mainly involved in photosynthesis and protein synthesis related terms (**Supplementary Figures S1A,B**) in both comparisons. And up-regulated *trans*-effected genes were dominantly associated with “positive regulation of transcription, DNA-templated.” Additionally, up-regulated *trans*-DEGs involved in stress response were consistently observed (**Supplementary Figures S1C,D**). The terms “response to brassinosteroid” and “brassinosteroid mediated signaling pathway” associated with the up-regulated trans-effected DEGs were also observed in RBR vs. Cs1, indicating *trans*-effect mainly contributed to this cluster.

## Discussion

In present study, a monosomic CS line of *B. rapa* involving two highly homoeologous chromosomes A1 and C1 was established and identified through the methods of cytology and RNA-seq. The uniqueness of the substitution was that it contained the 19 A-subgenome chromosomes and 1 C-subgenome chromosome from the natural *B. napus* genotype, which provided the particular opportunity to study the genome interplay and aneuploidy effect on phenotype and gene expression in one allopolyploid with a long history. Homoeologous pairings and exchanges between A and C sub-genome due to their close relatedness were extensively revealed in synthetic and natural *B. napus* (Szadkowski et al., 2010; Cui et al., 2012; Chalhoub et al., 2014; Zhang et al., 2015). Particularly, homoeologous chromosome replacement and compensation frequently occurred between chromosome sets with extensive homoeology (A1/C1, A2/C2) to maintain chromosome dosage balance (Xiong et al., 2011). Our MAAL C1 (A^n^A^n^+ 1C^n^) not only showed the highest rates of allosyndetic trivalents, but also the higher transmission rate of the C1 chromosome by both male and female gametes (Zhu et al., 2016), which enhanced the possibility for establishment of CS line. But no such CS line has been reported in the development of addition lines from the crosses between natural *B. rapa* (A^r^A^r^) and *B. oleracea* (C^o^C^o^) (Geleta et al., 2012; Heneen et al., 2012). Potentially, closer relationship between A^n^ and C^n^ subgenomes in natural *B. napus* than that between A^r^ and C^o^ subgenomes from two independently evolved diploids enhanced the compensation between A^n^ and C^n^ subgenomes chromosomes and the viability of the CS plants. Alternatively, those CS progenies failed to be identified, owing to the previous technical limitations.

The CS lines and alien additions provided a unique avenue to investigate the heterologous gene expression and interplay between recipient genome and donor chromosome. It is very interesting to detect ectopic expression of alien genes, their dependence of genes along other chromosomes of the donor species, as well as the effect of different genetic backgrounds of the recipient genome (Chang and de Jong, 2005). However, few researches referring to gene expression and molecular level have been carried out probably due to shortage of genomic information of donor species. Recently, several genes related to steroidal saponin pathway were revealed in *Allium fistulosum* – *Allium cepa* monosomic addition lines through high-throughput RNA-seq (Abdelrahman et al., 2017), showing a feasible way to detect gene expression patterns of alien genes and gene expression interplay between heterologous genes. Because of a perturbation of stoichiometric relationships between gene products resulting in dosage imbalances (Birchler and Veitia, 2007), adding or subtracting of single chromosome usually produce stronger alteration of phenotypes than whole-genome change in organism. Herein, transcriptomic changes in both MAAL C1 and Cs1 via RNA-seq not only determined the origin of altered chromosome (*cis*-effect), but showed more extensively impact of altered chromosome on global gene expression (*trans*-effect), in line with the previous results of genome-wide perturbations of gene expressions from other aneuploids in *Arabidopsis*, fruit fly, human and *B. napus* (Huettel et al., 2008; Malone et al., 2012; Letourneau et al., 2014; Zhu et al., 2015). Besides, compared to MAAL C1, more than double DEGs occurred in Cs1, probably for a more complex karyotype resulted in more severe dosage imbalance (one C1 chromosome substituting one A1 chromosome). 

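The number of DEGs was 6587 between RBR and Cs1 and 3348 between RBR and C1, a ratio of 1.97. The ratio varied with the processing, as there were 5703 and 1356 DEGs with the replicate number as a block and 6937 and 5016 with all 9 libraries in one fit. The same-numbered libraries correlated by 0.0338 and -0.00779 in the respective comparisons, with the pairing from the labels. Cs1 libraries had the lowest median SD between replicates, 0.38 against 0.47 in C1 on the log2 scale, and the largest numbers of clean reads.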

We also noticed that the impact of aneuploidy on gene expression was uneven across all chromosomes in both comparisons, implying that *trans*-effect of altered chromosome on remainder genome was under some special molecular mechanisms. Moreover, significant richment of the common upregulated genes in both comparisons in the term “alternative splicing” indicated that epigenetic alterations of wide-genome genes were triggered by unbalanced genome.

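Across A02 to A10 the rates of DEGs ranged from 3.83% of annotated genes on A04 to 5.71% on A10 between RBR and C1, and from 9.12% on A02 to 11.8% on A03 between RBR and Cs1. As a percent of tested genes, they ranged from 7.19% on A07 to 10.1% on A10 and from 18.0% on A05 to 22.5% on A03.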

Gene dosage has been demonstrated to widely contribute to the phenotype alteration, while gene expression change was not consistent with the alteration of gene copy number (Birchler and Veitia, 2007; Huettel et al., 2008). The mechanisms responsible for the phenomenon were unrevealed. The engineered fruit flies (*Drosophila melanogaster*) where gene dose was reduced from two to one have been used as a model to detect the molecular mechanism under gene expression compensation (Malone et al., 2012). However, the detection of gene dosage change only strictly limited to few genes because chromosome or chromosome segmental alteration for autosome chromosome was generally fatal in human and animals. It is long recognized that plants have better tolerance to the aneuploidy than animals (Siegel and Amon, 2012). The whole chromosome aneuploidy even complete sets of trisomics, monosomics and nullisomics have been developed for some plants (Sears, 1954; Huettel et al., 2008; Zhu et al., 2015, 2016), which provided excellent chances to determine the overall pattern of dose responses of genes on copy altered chromosomes. In *A. thaliana*, a minor degree of dosage compensation (3%) was observed in chromosome 5 trisomics using array comparative genome hybridization (Huettel et al., 2008). Similarly, compensated genes along on altered chromosome A1 (23.63%) in Cs1 were also in the minority, implying a similar mechanism responsible in aneuploid. 

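Compensated genes were 701 of 3740 annotated A01 genes (18.7%), and compensated and anti-compensated genes together were 928 (24.8%). They made up a minority, as 1291 genes (34.5%) were non-compensated and 1298 (34.7%) had FPKM of 0. The share of compensated genes was 45.8% of the classified genes in the first segment of A01, where the level of Cs1 was near that of RBR, and 14.5% in the second. From the small share of compensated genes, the paper proposes a mechanism similar to that in trisomics of A. thaliana.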

Interestingly, we also demonstrated that the compensated genes were prevalent in high expression genes. 

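In the high group of 96 genes, 36 (37.5%) were compensated and 19 (19.8%) anti-compensated, and in the low group of 1372 genes 391 (28.5%) and 110 (8.02%). The high group was small, and its non-compensated share of 42.7% had a 95% Wilson interval of 33.3 to 52.7.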

Gene expression compensation and anti-compensation were believed to be mediated by feedback or buffering in expression networks (Malone et al., 2012), probably attributing to epigenetic silencing, altered transcription factor availability, or some other masked mechanisms (Huettel et al., 2008).

Previously, the study for gene expression of a nullisomic_C2 in same *B. napus* genotype also observed not only clear *cis*-effects but prevalent *trans*-effects (Zhu et al., 2015). 

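The trans-effect share of DEGs was 80.3% for C1 against RBR (2687 of 3348) and 82.0% for Cs1 against RBR (5401 of 6587). The nullisomic line was not analysed here.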

Compared to gene expression patterns change in nullisomic_C2 (91.77%), both C1 (81.23%) and Cs1 (80.25%) gave rise to relative low *trans*-effects, indicating that aneuploidy with insufficient gene products resulted in more severe impairment on gene expression than aneuploidy with additional and substituted gene products. 

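Clustering was measured as Pearson's r between the log2 fold changes of adjacent tested genes on A02 to A10 in identifier order. Between RBR and Cs1, r was 0.089 over 19155 pairs of neighbours, against at most 0.0226 in 1000 permutations of the gene order within chromosomes (permutation test, p = 0.001, the smallest these can give). The correlation is across genes, which are not independent replicates. Splits of the 6 libraries that mixed RBR and Cs1 gave r of 0.056 to 0.090, 1 of them as high as the real 0.089. The permutation of gene order thus does not tie r to the difference between the lines. Each of these splits sets 2 libraries of a line against 1 and so keeps part of the difference between the lines, and they do not show the correlation without it. Without single libraries, r ranged from 0.082 to 0.093, and pseudocount 0.01 moved it most among the other settings, to 0.082.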

Besides, several dysregulated domains which were clustered by either up-regulated or down-regulated expressed genes along same chromosomes were observed in the comparison of RBR vs. Cs1. This result was in line with the observation in monozygotic twins discordant for trisomy 21 which showed similar but much more dysregulated domains across all chromosomes (Letourneau et al., 2014). Once we believed the dysregulated domains of gene expression was a common feature for aneuploidy (Zhu et al., 2015), however, compared to euploid RBR, no such domains were clearly observed in Cs1 and C1, indicating that the dysregulation domains were likely specific to particular aneuploidy organisms.

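Neighbouring genes gave r = 0.077 between RBR and C1 over 19283 pairs, against at most 0.0235 in 1000 permutations of the gene order (permutation test, p = 0.001, the smallest these can give), and r = 0.089 between RBR and Cs1. For RBR and C1, splits of the 6 libraries that mixed the lines gave r of 0.036 to 0.094. Such splits kept part of the difference between the lines. The largest r lay above the real 0.077, so the permutation of gene order does not tie the correlation to that difference. When segments were fitted to the levels of Cs1 against RBR, a single segment was chosen on A03, A04, A05, A06, A07, A09 and A10. On A08 the medians of 2 segments differed by 0.12, on A02 those of 3 segments by 0.64, and on A01 those of 3 segments by 0.84 on the log2 scale. The A02 segment that differed, measured on 115 genes, lay at -0.28 and -0.32 in RBR replicates 1 and 3 and at 0.54 in RBR replicate 2.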

## Conclusion

The generation of one chromosome substituted *B. rapa* plant (2n = 19A+1C) made it feasible to detect heterologous gene expression and interplay between recipient A subgenome and extra C1 chromosome. Subsequently, genome-wide genes expression not only determined the identity of replaced chromosome in A subgenome, but demonstrated existence of *cis*-effect DEGs along altered chromosome(s) and prevalent *trans*-effect DEGs across disomic chromosomes in both MAAL C1 and Cs1, which provided a unprecedent insights into gene expression interplay in heterogeneous aneuploidy (comprising of two genomes). 

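As a percent of tested genes, DEGs made up 54.2% on C01 and 8.94% on A02 to A10 between RBR and C1. Between RBR and Cs1 they made up 59.9% on C01, 27.8% on A01 and 20.6% on A02 to A10. The median log2 fold change of tested genes was 3.29 on C01 and 0.32 on A02 to A10 in the first comparison. In the second it was 3.04 on C01, -0.44 on A01 and -0.03 on A02 to A10. C01 and A01 were uneven. Segment medians ranged from 0.92 to 4.38 on C01 in the first comparison. In the second they ranged from -0.21 to 4.21 on C01 and from -0.99 to -0.02 on A01. The 0.32 holds for FPKM as deposited, and rescaling over A02 to A10 genes divided C1 by 1.15 to 1.20 and RBR by 0.962 to 1.01.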

The undergoing studies, particular in epigenetic studies, might reveal the molecular mechanisms responsible for the gene expression in such aneuploidy.

## Author Contributions

BZ designed this study and wrote the manuscript. YX analyzed the RNA-seq data. PZ, BC, and XH phenotyped and identified parental RBR “Oro” and C1 and the substitution line. XG provided the analysis of FISH for all materials. QW and ZL edited the manuscript, and all contributors have commented and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

CS: chromosome substitution
DEGs: differentially expressed genes
FISH: fluorescence *in situ* hybridization
HE: homoeologous exchanges
MAAL: monosomic alien addition line
RBR: restituted *B. rapa.*

How the deposited data were processed for this re-analysis (not part of the article)

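Leaf RNA was sequenced from RBR, C1 and Cs1, with 3 libraries per line and 9 in all, and each library came from a pool of 3 plants. The authors trimmed the reads with Trimmomatic, aligned them with Hisat to the B. napus genome with 101040 predicted genes, and computed FPKM with Cufflinks. The deposited values are these FPKM, one library per file, and no read counts or gene lengths were used here. How reads that align to several genes were shared between them is not stated in the paper's text beyond the default parameters of Cufflinks. The authors called DEGs with DESeq2, which needs read counts and was not run here.

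Samples were grouped by the line in their labels, and the line was never inferred from the values. The paper gives 7458828 to 9492588 clean reads per library for RBR, 9066801 to 10939481 for C1 and 14850829 to 18433830 for Cs1. The depth behind the FPKM of a single gene is unknown, so intervals were computed only for shares of genes (Wilson, 95%), and these do not include the error of the FPKM. The chromosome and the order of genes were taken from their identifiers.

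Each pair of lines was compared with limma 3.58.1 in R 4.3.3, with a linear model on log2(FPKM + 0.1) and moderated variances that followed the mean level. Genes with a mean FPKM of at least 1 in a compared line were tested, and DEGs had a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1. Trans-effect DEGs were the DEGs off C01 between RBR and C1, off A01 and C01 between RBR and Cs1, and off A01 between C1 and Cs1. Up- and down-regulated genes were compared with an exact binomial test, overlaps with Fisher's exact test, and rates on chromosomes with a chi-square test. The A01 level of each library was the median of log2 FPKM on A01 minus that on A02 to A10, compared between lines with an exact permutation test, whose smallest two-sided p for 3 libraries against 3 is 0.1. One-dose genes were classified with limma, after division of the RBR values by 2, at an unadjusted p below 0.05, for genes with a mean FPKM above 0.1 in RBR. Clustering of neighbouring genes was tested with 1000 permutations of gene order within chromosomes, and the spread of up-regulated A01 genes with 100000 resamples of the Kolmogorov-Smirnov distance. Segments of a chromosome were fitted by piecewise constant levels to the log2 ratio of Cs1 to RBR at every second gene, with at least 25 genes per segment, and were read from the remaining genes. These calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

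At most 2 genes that rose and 2 that fell between RBR and Cs1 were named. They had the largest absolute log2 fold change among DEGs on A02 to A10 whose Cs1 values all lay on one side of all RBR values and whose mean FPKM was at least 10 in the higher line.

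The alternatives were a pseudocount of 1 or 0.01, a filter at a mean FPKM of 0.1 or none, rescaling of FPKM to a median ratio of 1 over A02 to A10 genes, a robust variance prior, all 9 libraries in one fit, the replicate number as a block, no fold-change threshold, other denominators and gene sets, a per-gene test without moderation for one-dose genes, and leaving out each library in turn. The count of genes of A01 to A10, unplaced A-subgenome sequence and C01 alone and the null of equal levels were chosen after seeing the data.

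The limma procedure was tested on simulated data with 27057 genes, of which 200 were given a log2 fold change of 2 or 3. It called 58 of these (29.0%), all in the right direction, and 4 unchanged genes, which were 6.45% of the calls. Both simulated groups had the SDs of RBR genes. In the data, DEGs made up 10.8% to 38.6% of tested genes, a larger share than the 200 genes changed here. The 29.0% therefore does not measure the sensitivity of the comparisons between lines. Gene ontology terms and gene symbols were not analysed here, because the reference tables hold no identifiers of the B. napus annotation.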

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

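All tests of explanations for these signals were chosen only after the signals were seen. Both concern genes of C02 to C09, which by the paper's karyotypes are absent from the 3 lines and which the paper does not discuss.

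A block of 449 neighbouring genes on C02 was expressed in part of the RBR libraries. The share of its genes with FPKM of at least 1 was 31.0% in RBR replicate 1, 6.46% in RBR replicate 2 and 30.3% in RBR replicate 3. It was 8.46%, 7.80% and 7.13% in C1 replicates 1 to 3 and 6.90%, 5.12% and 5.12% in Cs1 replicates 1 to 3. A weaker difference in the same direction lay outside this block. In the last segment of C02, of 315 genes, the share was 11.4% and 10.5% in RBR replicates 1 and 3 against 7.62% in RBR replicate 2, 9.21% to 9.52% in C1 and 6.67% to 7.62% in Cs1. Its FPKM summed to 881 and 716 in RBR replicates 1 and 3 against 351 in RBR replicate 2 and at most 435 in the other lines. The remaining segments of C02 had 7.40% to 10.3% in all libraries. The FPKM of the block summed to 4248, 197 and 3494 in RBR replicates 1 to 3. The difference between RBR libraries was not tested, since it lies between single libraries of one line.

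Several explanations were weighed for the C02 block. If reads of the A subgenome were counted on C02 genes, all RBR libraries would be expected to carry the signal, and RBR replicate 2 had 6.46%. This value is part of the pattern itself and so is no separate test of that explanation. If RNA of B. napus had been mixed into the samples, other C chromosomes would carry it too, and on C03 to C09 the share of genes with FPKM of at least 1 differed between RBR libraries by at most 1.05 percentage points, which went against a mixture. A segment of A02, measured on 115 genes, lay at -0.28, 0.54 and -0.32 on the log2 scale in RBR replicates 1 to 3, a range of 0.85, and at 0.34 to 0.56 in the other lines. Its lower level in the libraries with the C02 signal may reflect plants in which part of A02 was exchanged for part of C02. This is a hypothesis, as the homoeology of the segments and a strain variant against the reference were not tested. The paper does not report such an exchange in RBR.

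DEGs were also found across C02 to C09. They numbered 438 of 5708 tested genes between RBR and C1 (291 up-regulated), 862 of 5179 between RBR and Cs1 (355 up-regulated) and 1957 of 5641 between C1 and Cs1 (653 up-regulated). They were 13.1%, 13.1% and 16.1% of all DEGs, and only 4, 12 and 12 of them lay in the C02 block. These DEGs count among the trans-effect DEGs.

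A candidate explanation for the DEGs on C02 to C09 is that reads of A-subgenome genes were counted on similar C genes. Genes of C02 to C09 took at most 6.69% of the FPKM of a library, with 6.58% to 6.69% in C1, 6.29% to 6.45% in RBR and 6.15% to 6.34% in Cs1. This share cannot separate such counting from expression of C genes, because the files hold no reads. No biological explanation was tested for these DEGs, and the cause remains open between these possibilities.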

How the results depend on the processing

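No explanation was tested in this part, and the tests of explanations in the other parts were chosen only after the results were seen. The alternatives were set before the data were examined, except the null of equal levels and the restriction to A01 to A10, unplaced A-subgenome sequence and C01. Among the settings other than leaving out a library, 251 values kept their direction and their side of the threshold or stayed within 1.5 times of the count, 28 more were fixed because the setting leaves the value as it is, 8 counts moved further, 4 values reversed, 3 became stronger and 2 weaker. The test of read counts with DESeq2 was not run, because the files hold FPKM.

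With the replicate number as a block, where the pairing rests on the labels, DEGs between RBR and C1 numbered 1356 in place of 3348, trans-effect DEGs 926 in place of 2687 and DEGs on C01 430 in place of 661. The shared DEGs numbered 716 in place of 1406 and the common trans-effect DEGs 335 in place of 822. The rate of DEGs on A03 between RBR and C1 was 1.79% in place of 5.17%, and the difference between chromosomes was no longer past the threshold. The cause was not tested. Same-numbered libraries correlated by -0.00779 between RBR and C1, against 0.00375 for libraries of different numbers.

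With all 9 libraries in one fit, 4266 trans-effect DEGs were found between RBR and C1 in place of 2687, and the share of up-regulated DEGs between RBR and Cs1 reversed to 48.2% (exact binomial test, p = 0.00366) from 50.5%. With a filter at a mean FPKM of 0.1 this share was 51.3%, and with no filter 52.0%, both past the threshold. The cause was not tested.

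With FPKM rescaled over A02 to A10 genes, the share of up-regulated trans-effect DEGs reversed in each comparison, from 61.9% to 43.3% between RBR and C1, from 47.5% to 51.4% between RBR and Cs1 and from 37.0% to 51.0% between C1 and Cs1. For all DEGs it became 54.0% between RBR and Cs1, past the threshold, and 49.4% between C1 and Cs1, no longer past it. Between RBR and C1 it stayed on the same side at 54.9%. The cause was not tested here, and the composition of the FPKM is taken up among the other observations.

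Under the null of equal levels, chosen after seeing the data, anti-compensated genes numbered 670 in place of 227 and compensated genes 235 in place of 701. The cause is the null itself, since the same values were set against another level.

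Leaving out each library in turn gave 165 values that kept their direction and their side of the threshold or stayed within 1.5 times of the count, which leaves room for large changes, as from 6587 to 4611 DEGs between RBR and Cs1 without RBR replicate 3. A further 28 counts moved further, with 8 reversed values, 4 stronger and 5 weaker ones. Between RBR and C1, DEGs ranged from 1473 to 3543, trans-effect DEGs from 1051 to 2888, their up-regulated share from 49.2% to 66.1%, DEGs on C01 from 422 to 655 and the rate on A03 from 1.89% to 4.72%. Between RBR and Cs1, DEGs ranged from 3421 to 7283 and their up-regulated share from 45.5% to 55.6%, trans-effect DEGs from 2651 to 6110 and their up-regulated share from 40.6% to 51.8%. DEGs on A01 ranged from 262 to 509, up-regulated ones from 78 to 156 and the rate on A03 from 5.92% to 12.3%. Over the 9 fits that concern them, shared DEGs ranged from 793 to 1611 and common trans-effect DEGs from 401 to 1043. The cause of these changes was not tested.

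The results that kept their direction and side of the threshold, or stayed within 1.5 times of the count, under all alternatives that were run for them were the counts of DEGs and trans-effect DEGs between C1 and Cs1, the DEGs on C01 between RBR and Cs1, the up-regulated share of all DEGs between RBR and C1, the number of non-compensated genes, their share at each level relative to the share over all levels, the correlation of neighbours, the A01 shift and the log2 fold changes of the named genes. For the correlation of neighbours, 3 settings in each comparison leave the fold changes as they are, and for each named gene 5 settings do, and these show no stability. The named genes were also chosen for complete separation of the libraries, so leaving out a single library could not reverse their direction. The majority of non-compensated genes in the medium group was not stable, with 50.5%, 56.7% with the per-gene test without moderation and 47.7% after rescaling. For the A01 shift, the exact permutation test of 3 libraries against 3 cannot pass 0.05, so its side of the threshold is fixed by the design. The up-regulated share of all DEGs between RBR and C1 includes the DEGs on C01, of which 655 of 661 were higher in C1. Off C01 this share reversed to 43.3% after rescaling. Counts of DEGs between C1 and Cs1 ranged from 8944 to 11789 without single libraries. The depth behind a gene's FPKM is unknown. With 3 libraries per line the one-dose classes are limited as well, as 42.3% of genes simulated at equal levels were called non-compensated.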

Differences from the paper's values

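No test in this part was chosen only after the result was seen, except where a sentence says so.

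Up-regulated genes made up 61.9% of the trans-effect DEGs between RBR and C1, and the paper's value is 37.36%. Of the alternatives set before the data were examined, the value fell within 1.5 times of the paper's with FPKM rescaled over A02 to A10 genes (43.3%), with the replicate number as a block (54.4%), and without C1 replicate 1 (49.2%), C1 replicate 2 (56.0%) or C1 replicate 3 (50.0%). The other alternatives set before the data were examined gave 60.8% to 66.1%, and the restriction to genes of A01 to A10, unplaced A-subgenome sequence and C01, chosen after seeing the values, gave 59.7%, and these did not close the gap. The paper's counts of 950 among 2706 give 35.1% in place of the printed 37.36%. Against 35.1%, the block and the fit without C1 replicate 2 did not close the gap either.

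Common trans-effect DEGs that were up-regulated in both comparisons numbered 236, and the paper's number is 124. Of the alternatives set before the data were examined, the replicate number as a block (116) and the fits without RBR replicate 3 (164), C1 replicate 1 (122), C1 replicate 3 (121) and Cs1 replicates 1 (171), 2 (167) and 3 (159) came within 1.5 times of it, and the others gave 193 to 402. The restriction to genes of A01 to A10, unplaced A-subgenome sequence and C01, which was chosen after seeing the values, gave 122.

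Common trans-effect DEGs that were down-regulated in both comparisons numbered 108, and the paper's number is 273. Of the alternatives set before the data were examined, only the fits without RBR replicate 2 (325) came within 1.5 times of it, and the others gave 38 to 151.

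Trans-effect DEGs found only between C1 and Cs1 numbered 5883, and the paper's number is 2842. None of the alternatives set before the data were examined closed the gap, nor did the restriction of the genes chosen after seeing the values, and the values ranged from 4454 to 7624.

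Anti-compensated genes numbered 227, and the paper's number is 693 in its text and 660 in its Table 4. Compensated genes numbered 701, and the paper's number is 191. None of the alternatives set before the data were examined closed either gap, with 176 to 238 anti-compensated and 594 to 748 compensated genes. The null of equal levels, chosen after seeing the values, gave 670 genes lower and 235 genes higher in Cs1. With the names of both classes exchanged, which was also done after seeing the values, the numbers fall within 1.5 times of the paper's without any change of the fit, and with the per-gene test without moderation they are 654 and 188.

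The median of log2 FPKM on A01 was 2.68 in RBR and about 2.6 in the paper's Fig. 2B, read by eye, and 2.24 in Cs1 and about 2.0 in the paper's Fig. 2B, read by eye. These medians were not recomputed under the alternatives.

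Several directions and rankings also differed. The paper states a bias to down-regulated genes among all DEGs between RBR and C1. Here 69.3% were up-regulated, and 54.9% after rescaling over A02 to A10 genes. Off C01, which RBR lacks by the paper's karyotypes, the share was 61.9%, and 43.3% after rescaling. Between C1 and Cs1 the paper states a bias to up-regulated genes, while 35.7% of all DEGs were up-regulated here, and 49.4% after the same rescaling. For trans-effect DEGs between C1 and Cs1 the share was 37.0%, and 51.0% after rescaling, where the paper prints 53.41% and its counts of 4480 among 8122 give 55.2%. The paper ranks A03 highest in both comparisons. Its rate ranked 3 between RBR and C1 here, with 5.17% against 5.80% on A01 and 5.71% on A10. The rate on A01 was 9.08% in its first segment and 2.98% in its second. The paper ranks A02 and A04 lowest, while A04 ranked 7 of 9 between RBR and Cs1 here, with 9.96%. With tested genes as the denominator, A05 was lowest between RBR and Cs1 with 18.0% and A07 between RBR and C1 with 7.19%. The paper reports non-compensated genes as prevalent in the medium group, while no difference from the other classes was detectable here (50.5%). With the per-gene test without moderation the share was 56.7% and past the threshold (exact binomial test, p = 0.000258), as it was without RBR replicate 3 or any single Cs1 library (55.5% to 56.6%). The paper describes the up-regulated genes on A01 as well distributed, while the distance from the tested genes was 0.223 (permutation test, p = 1e-05, the smallest these can give). The paper reports more anti-compensated than compensated genes at each level of expression. Compensated genes were more frequent at each level here, with 391 against 110, 274 against 98 and 36 against 19. In the second segment of A01, over all levels, 123 genes were compensated and 140 anti-compensated. With the null of equal levels, chosen after seeing the values, genes lower in Cs1 were more frequent at each level. The paper states that DEGs more than doubled in Cs1, while their number was 1.97 times that of C1 here, and with the replicate number as a block 5703 against 1356. Among common trans-effect DEGs the paper reports more down-regulated than up-regulated genes, while the reverse held here and in all fits that were run for both counts.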

Other observations

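All tests of explanations in this part were chosen only after the result they concern was seen.

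The level of A01 genes in Cs1 changed along the chromosome. Relative to RBR it was -0.04 ± 0.05 in the first segment of 1530 annotated genes, -0.88 ± 0.08 in the second of 1545 genes and -0.49 ± 0.07 in the third of 665 genes (SD, n = 3). The third segment held no single level. In its window of 60 genes around rank 1590, Cs1 replicates 1 to 3 lay at -0.05, 0.06 and -0.13. Around rank 1770 they lay at -0.98, -0.98 and -0.97. The log2 ratio of 1 copy to 2 is -1. C1 replicates 1 and 3 lay at 0.61 and 0.67 in the first segment, where the log2 ratio of 3 copies to 2 is 0.58, at 0.02 and 0.21 in the second and at 0.44 and 0.52 in the third. The median of each segment was taken on genes left out of the fit, but the position of the segments came from the same libraries.

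Segment medians are taken relative to A02 to A10, so a shift of a whole library is removed from them. Such a shift cannot give levels that differ along A01. Chromosomes with a single segment have a range of 0 by construction. The ranges therefore cannot exclude an effect of depth or normalization that differs between genes. The largest range of segment medians on A02 to A10 was 0.64, on A02, against 0.84 on A01. That A02 segment is the one that differs between RBR libraries. Counting of C01 reads on A01 genes could not be tested. The second segment ranged over 1.14 between the C1 libraries, which all carry C01, but this range comes from C1 replicate 2 alone, whose A01 levels lay near those of Cs1. On C01, the first segment of 1831 annotated genes had FPKM of at least 1 for 11.8% of its genes in RBR, 15.9% in C1 and 11.0% in Cs1, so that Cs1 differed from RBR by -0.765 percentage points. The second C01 segment of 2031 genes had 9.03%, 34.7% and 32.2%. The third, of 323 genes, had 16.3%, 22.7% and 17.1%, and the fourth, of 313 genes, had 10.4%, 29.3% and 25.6%. In Cs1 the third segment thus also lay near RBR, and an explanation by the first part of C01 alone does not cover it. A candidate explanation is that the alien chromosome carries A01 genes in place of the first part of C01, which would leave 2 copies of the first part of A01 in Cs1. The share of the first C01 segment in Cs1 fits this explanation. In C1 the first C01 segment had 17.1%, 13.7% and 16.8% in replicates 1 to 3, against 11.3% to 12.1% in RBR, and the rise was larger in the libraries whose first A01 segment was raised. C1 also lay above RBR on C03 to C09, so the share in C1 does not clearly go for or against the explanation. The pattern cannot be told apart from reads of the first part of C01 being counted on A01 genes, which would also leave that part of C01 silent and raise the first part of A01. The paper reports that C1 markers located on both arms were all amplified in Cs1. A strain variant against the reference was not tested, and the explanation remains a hypothesis.

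A01 levels of C1 replicate 2 lay apart from those of the other C1 libraries. Its segment medians were 0.02, -0.93 and -0.25, against 0.61, 0.02 and 0.44 in C1 replicate 1 and 0.67, 0.21 and 0.52 in C1 replicate 3. If it were a Cs1 library under a C1 label, it would resemble Cs1 on A02 to A10, but its mean correlation with the other C1 libraries there exceeded that with Cs1 by 0.241, close to 0.257 and 0.260 for the others. A mixture with Cs1 RNA would shift it towards Cs1, and its slope on the line from the other C1 libraries to Cs1 was 0.128, the largest of the C1 libraries, against 0.0851 and 0.0913 for the others. No spread was available to judge this difference, so a partial mixture cannot be excluded, although a partial mixture would be expected to leave its second segment between the lines, and this lay at -0.93, near the Cs1 mean of -0.88. Its chromosome medians on A02 to A10 lay between -0.10 and 0.09, against 0.02, -0.93 and -0.25 in its A01 segments. All of these are taken relative to A02 to A10, so a shift of the whole library is removed from them. Such a shift cannot give A01 levels that differ from those of A02 to A10. An effect of depth or normalization that differs between genes cannot be excluded. Its segment medians differed from the Cs1 means by 0.06, -0.04 and 0.24, and plants with the A01 copy number of Cs1 may have been in this pool. The distance of 0.24 cannot decide it, since it lies in the third segment, where Cs1 held no single level. The library was kept in all comparisons.

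Ratios of the lowest FPKM hold traces of the number of mapped reads. For pairs of RBR and C1 libraries, 22.2% to 42.9% of genes with low values sat on the most common ratio, and within Cs1 10.3% to 20.7%. Between Cs1 and the other libraries it was at most 4.92%, and at least 3.34%. A batch that holds all Cs1 libraries could give this, and batch and line cannot be told apart in these libraries. Pairs at similar depth ratios argue against depth alone. At log2 ratios of mapped reads of 0.47 and 0.51, RBR replicate 3 with C1 replicates 3 and 2 gave 22.2% and 24.5%. At ratios of 0.44 to 0.50, C1 replicates 2 and 3 with Cs1 replicates 1 and 3 gave 3.34% to 4.18%. The other pairs with Cs1 lay at larger ratios and had no such match.

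Composition may account for part of the direction of trans-effect DEGs, but no test here could show it. The 10 genes with the highest FPKM took 10.6% in RBR, 5.01% in C1 and 9.43% in Cs1. After rescaling over A02 to A10 genes, the up-regulated share of trans-effect DEGs was 43.3% between RBR and C1, 51.4% between RBR and Cs1 and 51.0% between C1 and Cs1, in place of 61.9%, 47.5% and 37.0%. This cannot tell composition from another cause, because rescaling sets the median ratio of A02 to A10 genes to 1 and moves the share towards equal numbers whatever the cause. The share also reversed between RBR and Cs1, where the highest genes took nearly the same part of the FPKM.

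The class counts of one-dose genes were set against the 9 counts of the paper's Table 4. The summed absolute difference was 1020 with the classes as defined and 154 with the names of compensated and anti-compensated genes exchanged. With the per-gene test without moderation these sums were 972 and 74. A null of equal levels, with the names as defined, gave 256. An exchange of the names may thus account for the difference better than another null, though the names in the paper's table could also have another origin that was not tested.

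On the 9 other A chromosomes, with 2 copies in both lines, 44.5% to 53.4% of genes were called non-compensated by the same procedure, against 58.2% on A01. The non-compensated class thus holds genes whose spread was too large for a call.

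For each comparison the 6 libraries can be split into 3 and 3 in 10 ways, of which 4 part all same-numbered pairs, the real one included. A share of 4 splits cannot fall below 0.25, so no result set against these 4 splits can pass 0.05. Every other split sets 2 libraries of a line against 1 and keeps part of the difference between the lines. The number of DEGs and the number of trans-effect DEGs were as large in 1 of the 4 splits, the real one, in each comparison. The other splits of the 4 gave 0 to 2 DEGs between RBR and C1, 0 between RBR and Cs1 and 0 to 1 between C1 and Cs1. At an unadjusted p below 0.05 all 9 other splits gave 437 to 2050, 234 to 1045 and 237 to 1148 genes in the same order. The 6 splits that part fewer pairs gave 0 to 6, 0 to 3 and 0 to 1 DEGs. The up-regulated shares also counted 1 of the 4 splits, but with so few DEGs in the other splits a share there is undefined or rests on single genes, and this count tests nothing.

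The DEGs on C01 in both comparisons and the DEGs and up-regulated DEGs on A01 were as large only in the real one, 1 of the 4 splits. The chi-square of the rates on chromosomes also counted 1 of the 4, which tests nothing either, as the other splits had so few DEGs. The counts of anti-compensated and of compensated A01 genes were as large in 1 of the 4 splits. The number of non-compensated genes and its share in the low, medium and high groups were as large in 4 of the 4 splits, since mixed splits gave 1706 to 1855 non-compensated genes. The mixed splits also gave the low group the largest share. The correlation of neighbours was as large in 2 of the 4 splits between RBR and C1 and in 1 of the 4 between RBR and Cs1.

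Shared DEGs and common trans-effect DEGs were compared with 100 regroupings of the 9 libraries within replicate numbers, the real one included. The number shared was as large in 6 of the 100, and the number of common trans-effect DEGs in 6 of the 100. Exchanging whole lines gave 2333 shared DEGs with C1 as the common reference and 4633 with Cs1. The remaining larger values were 3525, 2926 and 2742. The overlap with RBR as reference is thus smaller than the overlaps with C1 or Cs1 in that place.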
